# Muscarinic acetylcholine receptor M5 is involved in spermatogenesis through the modification of cell–cell junctions

**DOI:** 10.1530/REP-21-0079

**Published:** 2021-05-10

**Authors:** Xiao Han, Cong Zhang, Xiangping Ma, Xiaowei Yan, Bohui Xiong, Wei Shen, Shen Yin, Hongfu Zhang, Qingyuan Sun, Yong Zhao

## Abstract

Muscarinic acetylcholine receptor (mAChR) antagonists have been reported to decrease male fertility; however, the roles of mAChRs in spermatogenesis and the underlying mechanisms are not understood yet. During spermatogenesis, extensive remodeling between Sertoli cells and/or germ cells interfaces takes place to accommodate the transport of developing germ cells across the blood-testis barrier (BTB) and adluminal compartment. The cell–cell junctions play a vital role in the spermatogenesis process. This study used ICR male mice and spermatogonial cells (C18-4) and Sertoli cells (TM-4). shRNA of control or M5 gene was injected into 5-week-old ICR mice testes. Ten days post-viral grafting, mice were deeply anesthetized with pentobarbital and the testes were collected. One testicle was fresh frozen for RNA-seq analysis or Western blotting (WB). The second testicle was fixed for immunofluorescence staining (IHF). C18-4 or TM-4 cells were treated with shRNA of control or M5 gene. Then, the cells were collected for RNA-seq analysis, WB, or IHF. Knockdown of mAChR M5 disrupted mouse spermatogenesis and damaged the actin-based cytoskeleton and many types of junction proteins in both Sertoli cells and germ cells. M5 knockdown decreased Phldb2 expression in both germ cells and Sertoli cells which suggested that Phldb2 may be involved in cytoskeleton and cell–cell junction formation to regulate spermatogenesis. Our investigation has elucidated a novel role for mAChR M5 in the regulation of spermatogenesis through the interactions of Phldb2 and cell–cell junctions. M5 may be an attractive future therapeutic target in the treatment of male reproductive disorders.

## Introduction

Both the superior (from the coeliac and aortic plexuses) and inferior (from the inferior mesenteric and hypogastric plexuses) spermatic nerves innervate the testes and are involved in fine-tuning the regulation of testicular functions (Gerendai & Halász 1997, Gerendai 2004). Other studies have shown that chronic testicular denervation in mature rats leads to the disruption of male germ cell development (Chow* et al.* 2000), thus emphasizing the vital role of the nervous system in spermatogenesis. Moreover, cholinergic fibers are known to regulate steroidogenesis in the testis (Zhu* et al.*2002).

Cellular actions of the ancient signaling molecule acetylcholine (ACh) are mediated by two types of membrane receptors: nicotinic receptors and muscarinic ACh receptors (mAChRs; Wessler* et al.* 1998, Eglen 2006). These receptors are widely present in the central and peripheral nervous systems (Wessler* et al.* 1998, Eglen 2006). mAChRs are members of the G protein-coupled receptor (GPCR) family and include five subtypes (M1–M5) that are encoded by five different genes (Eglen 2006).

M1, M3, and M5 mAChRs mainly couple with Gq_/11_ to activate the phosphoinositide-specific phospholipase Cβ (PLCβ) to produce inositol 1,4,5-triphosphate (IP3) and 1,2-diacylglycerol (DAG), followed by the elevation of intracellular Ca^2+^ and the activity of protein kinase C (PKC). M2 and M4 mainly couple with Gi/o to produce protein-dependent signaling. M1–M4 mAChRs subtypes have been studied for a long time, however, M5 is the least investigated mAChR subtype and was the last one to be cloned (Bender* et al.* 2019, Vuckovic *et al.* 2019). However, mAChR M5 appears to have many important roles which makes it an attractive therapeutic target (Berizzi* et al.* 2016, Fujii* et al.* 2017, Vuckovic* et al.* 2019). mAChRs are present in the male reproductive system; in particular, M1–M4 mAChRs subtypes are found in efferent ductules, epididymides, vas deferens, seminal vesicles, and the prostate (Lucas* et al.* 2008). The mRNAs of M1–M5 mAChRs have been identified in rat testis Sertoli cells (Borges* et al.* 2001). mAChR antagonists are reported to disrupt male fertility (defects in efferent ductules, epididymides, vas deferens, and seminal vesicles) which indicates that mAChRs play vital roles in male reproduction (Lucas et al. 2008). Meanwhile, the roles of mAChRs in spermatogenesis and the underlying mechanisms are not understood.

Spermatogenesis is a complex process that involves meiosis and differentiation of germ cells from spermatogonia to spermatocytes, then on to spermatids (Zhou* et al.* 2016, Wang* et al.* 2018, Sohni* et al.* 2019). During spermatogenesis, the developing germ cells migrate progressively from the basal to the adluminal compartment with extensive junction restructuring between germ cell-Sertoli cell or Sertoli cell-Sertoli cell of the seminiferous epithelium. There are three major types of junctions found in the testis between germ cells and Sertoli cells, and among Sertoli cells: anchoring junctions (adherens junctions; AJs), tight junctions (TJs), and gap junctions (GJs) (Skinner 1991, Jegou 1993). It has been reported that Sertoli and germ cells develop an intimate and elaborate bidirectional trafficking system to communicate together through paracrine factors and signaling molecules that have been reported to play important roles in the regulation of cell–cell junction restructuring. Many investigations found that the following play vital roles in the cell–cell junctions: proteins like occludin, zonula occludens-1, claudin-11, and filamin A (Chung* et al.* 1999, Su* et al.* 2012); proteases and protease inhibitors such as cathepsin L, tryptase, cystatin C, and a2-macroglobulin (Mruk* et al.* 1997, Wong* et al.* 2000); cytokines such as transforming growth factor (TGF) b2 and TGFb3; kinases and phosphatases such as myotubularin (Li* et al.* 2001); small GTPases, such as Cdc42, N-Ras, Rac2, and RhoB (Lui* et al.* 2003*a,b*); transcriptional regulation (Lui *&* Cheng2012, Lie* et al.* 2013); signaling pathways such as the nitric oxide synthase (NOS)-cGMP-protein kinase G (PRKG)-b-catenin (CATNB) pathway (Lee* et al.* 2005), FAK pathway (Lie* et al.* 2013), and many other pathways (Lie* et al.* 2013, Li* et al.* 2018*a,b*, Wen* et al.* 2018*c*).

Although it is well known that during the development of spermatogonial cells into spermatids the destructuring and restructuring of cell–cell junctions takes place, the intriguing cross-talk mechanisms of regulation of this restructuring are not yet fully understood. In the current study, we report that the gene knockdown of M5 disrupted mouse spermatogenesis and damaged the actin-based cytoskeleton and many types of junction proteins in both Sertoli cells (TM4) and germ cells (C18-4); however, the knockdown of M1 or M3 had little effect on spermatogenesis even though there are many similarities between mAChRs M1, M3, and M5. Phldb2 (pleckstrin homology-like domain, family B, member 2, alternatively called LL5β) not only plays important roles in acetylcholine receptor (AChR) aggregation in the postsynaptic membrane, it is also involved in cell adhesion formation and extracellular matrix formation (Stehbens* et al.* 2014, Lim* et al.* 2016, Xie* et al.* 2019). Knockdown of M5 decreased PHLDB2 expression in both germ cells and Sertoli cells. Phldb2 may regulate cytoskeleton (actin) and other junctional proteins to control both BTB and ES formation to regulate spermatogenesis. The aim of this investigation was to explore the role of M5 in spermatogenesis, and where the PHLDB2 in the regulation of the BTB and ES in this process.

## Materials and methods

### Mice

All procedures involving live mice were performed in accordance with the NIH Guide for the Care and Use of Laboratory Animals and the protocols approved by the Institute of Animal Sciences, Chinese Academy of Agricultural Sciences Animal Care and Use Committee (2018AICAAS1002). ICR mice were used in this investigation. Testes from 1, 2, 3 and 6 weeks of age-old male ICR mice were collected for the detection of M1, M3, and M5 by immunofluorescence staining.

### Production of lentivirus

Lentivirus production was performed as described previously (Shen* et al.* 2019). Lenti-*shM5, shM1, shM3,* and *shNC* were cloned using the lentivirus-*shNC* vector as a backbone (Supplementary Fig. 1A, see section on supplementary materials given at the end of this article). There were three knockdown shRNAs at three different positions for each gene. 

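The 3 shRNA sequences against M5 listed in the methods were matched to the mouse transcripts of the GENCODE M21 annotation on the GRCm38 build. The paper's text does not name a genome build, and this one serves only to place the sequences. Each of the 3 sequences matched 1 gene without a mismatch, Chrm5, which encodes M5. In this annotation Chrm5 lies on the minus strand of chromosome 2 from 112479171 to 112480769. Its transcript has 1 exon of 1599 nucleotides and is annotated as coding from position 1 to position 1599, so no UTR or intron is annotated in it. shM5 #1 (GGAGTCTTATCACAATGAAAC) matched positions 9 to 29 of the transcript, which are bases 112480741 to 112480761 of chromosome 2. With the bases around it the site reads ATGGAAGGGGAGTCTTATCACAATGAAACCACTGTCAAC and the sequence printed starts at the start codon. shM5 #2 (GGACTCCTTATAACATCATGG) matched positions 1364 to 1384, at bases 112479386 to 112479406, within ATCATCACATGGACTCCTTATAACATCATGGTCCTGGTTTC. shM5 #3 (GGACCCAGGAGACAAACAATG) matched positions 1166 to 1186, at bases 112479584 to 112479604, within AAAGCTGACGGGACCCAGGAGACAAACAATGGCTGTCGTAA. All 3 sites lie in the coding part of the single exon.

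**Figure D1:**
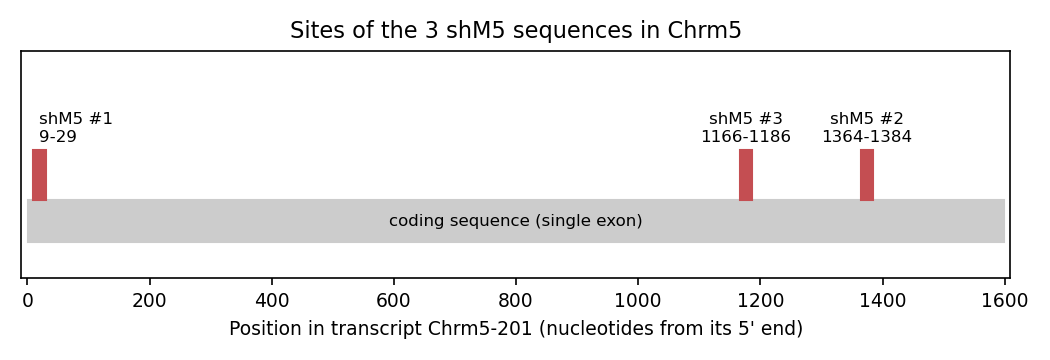
Map of the Chrm5 transcript, in nucleotides from its 5′ end, with the coding sequence in grey and the sites of the 3 shM5 sequences in red. shM5 #1 lies at positions 9 to 29, near the 5′ end, and shM5 #3 and shM5 #2 lie at positions 1166 to 1186 and 1364 to 1384.

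Sites with up to 3 mismatches were also searched in all transcripts. Substitutions give the base of the shRNA sequence, its position counted from 1 at the 5′ end of that sequence, and the base of the site. shM5 #2 had a site with 2 mismatches (T5A and T8A) in Chrm1, which encodes M1, and a site with 3 mismatches (T5C, T8C and T11C) in Chrm3, which encodes M3. Its other site with 3 mismatches was in Sdk1. shM5 #1 had sites with 3 mismatches in Drg1 and Gm48011, and shM5 #3 in Tnfrsf21 and Gm24533. The control sequence shNC had no site with 2 or fewer mismatches in any transcript, and sites with 3 mismatches in 2 genes.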

The sequences for each gene (M1, M3, and M5) and NC are listed below:

shNC (5’–3’): TTCTCCGAACGTGTCACGT

shM1 #1 (5’–3’): GCATTCATCGGGATCACCACA

shM1 #2 (5’–3’): GGCCTACAGCTGGAAAGAAGA

shM1 #3 (5’–3’): GGACACCATATAACATCATGG

shM3 #1 (5’–3’): GCAACATCCTTGTCATTGTGG

shM 3 #2 (5’–3’): GCAGTGACAGTTGGAATAACA

shM 3 #3 (5’–3’): GGCCCAGAAGAGTATGGATGA

shM 5 #1 (5’–3’): GGAGTCTTATCACAATGAAAC

shM 5 #2 (5’–3’): GGACTCCTTATAACATCATGG

shM 5 #3 (5’–3’): GGACCCAGGAGACAAACAATG

The efficiency and specificity of shRNA knockdown were determined by transfecting into 293T cells using Lipofectamine 2000 (Invitrogen; #11668-027), followed by analysis at 60 h post-transfection by qPCR. Lentivirus production was then performed as shown in Supplementary Fig. 1B. Briefly, the lentiviral DNA was cotransfected with packaging plasmid pG-P1-VSVG, pG-P2-REV, and pG-P3-RRE HEK293T cells using RNAi-mate (GenePharma, Shanghai, China). The medium containing lentivirus was collected at 72 h post-transfection, pooled, filtered through a 0.2-μm filter, and concentrated using an ultracentrifuge at 85 000 ***g*** for 2 h (4°C). The virus was washed once and then resuspended in PBS. Approximately 10^9^ infectious viral particles/mL were obtained.

### *In vivo* virus grafting and sample collection

*In vivo* virus grafting was performed as previously described (Shen* et al.* 2019). In the current investigation, 5-week-old ICR male mice were used, because the pubertal period is a crucial window for testis development and spermatogenesis. Briefly, 5-week-old ICR male mice were anesthetized with isofluorane. Microinjections were performed using 26-gauge needles connected to a 100 μL syringe. Virus (3 μl with titer greater than 3×10^8^/mL) for each position and for each shRNA (in total 9 μL with a titer >9×10^8^/mL for shNC, or shM1, or shM3, or shM5 individually) were mixed and then injected into the testes. Ten days post-viral grafting, mice were deeply anesthetized with pentobarbital and the testes were collected. One testicle was fresh frozen in liquid nitrogen then total RNA was extracted for RNA-seq analysis or total protein was isolated for Western blotting (WB). The second testicle was fixed in 4% paraformaldehyde (PFA). Subsequently, the tissues were processed to be embedded in paraffin wax for immunochemical analyses as reported in our previous articles (Zhao* et al.* 2020*a*).

### Cell culture, transfection, and growth on cover slips

The TM4 cell line (mouse Sertoli cells; purchased from ATCC) was cultured in DMEM supplemented with 10% fetal bovine serum (FBS; Gibco; Thermo Fisher Scientific, Inc.) at 37°C in 5% CO_2_ (Hofmann *et al.* 2005). The C18-4 cell line (mouse spermatogonia stem cells; Donated by Dr Wenxian Zeng, Northwest A&F University) was held in DMEM/F12 (Gibco) supplemented with 10% (FBS), 2 mM L-glutamine (Invitrogen), and 100 U/mL penicillin and streptomycin (Invitrogen) (Hofmann* et al.* 2005, He* et al.* 2009, Li* et al.* 2018*c*). The cells were transfected with shRNA in 6-well plates. Similarly, three respective shRNAs for each gene were mixed together (titer >3×10^8^/mL) with RNAi-mate for the transfection for both C18-4 and TM4 cells. The transfection medium was changed after 12 h. Stable transfected cells were cultured in a similar manner to the non-transfected cells in their respective media. The transfected cells were plated on the coverslips in a 6-well plate for 2 days, after which the coverslips with the cells were collected and fixed in 4% PFA for immunofluorescence staining.

### RNA isolation and RNA-seq analyses as reported in our earlier article (Zhang *et al.* 2016)

Briefly, total RNA was isolated using TRIzol Reagent (Invitrogen) and purified using a Pure-Link1 RNA Mini Kit (Cat: 12183018A; Life Technologies) following the manufacturer's protocol. Total RNA samples were first treated with DNase I to degrade any possible DNA contamination. Then, the mRNA was enriched using oligo(dT) magnetic beads. Mixed with the fragmentation buffer, the mRNA was broken into short fragments (about 200 bp), after which, the first strand of cDNA was synthesized using a random hexamer-primer. Buffer, dNTPs, RNase H, and DNA polymerase I were added to synthesize the second strand. The double-strand cDNA was purified with magnetic beads. Subsequently, 3'-end single nucleotide A (adenine) addition was performed. Finally, sequencing adaptors were ligated to the fragments. The fragments were enriched by PCR amplification. During the QC step, an Agilent 2100 Bioanaylzer and ABI StepOnePlus Real-Time PCR System were used to qualify and quantify the sample library. The library products were prepared for sequencing in an Illumina HiSeqTM 2500. The reads were mapped to reference genes using SOAPaligner (v. 2.20) with a maximum of two nucleotide mismatches allowed at the parameters of '-m 0 -× 1000 -s 40 -l 35 -v 3 -r 2'. The read number of each gene was transformed into RPKM (reads per kilo bases per million reads), and then differentially expressed genes were identified using the DEGseq package and the MARS (MA-plot-based method with random sampling model) method. The threshold was set as FDR ≤0.001 and an absolute value of log_2_ ratio ≥1 to judge the significance of the difference in gene expression. To identify the main sources of variation in the dataset (PCA), we employed the FPKM values as the input for principal component analysis using the FactorMiner R package. The significance of the principal components was obtained with the Seurat package via a permutation test, after 1000 randomized samplings. Then, the data were analyzed by GO enrichment, KEGG enrichment or Metascape (http://metascape.org/gp/index.html#/main/step1).

### Western blotting

Western blotting analysis of proteins was carried out as previously reported (Zhang* et al.* 2016, Zhao* et al.* 2020*b*). Briefly, testicular tissue samples were lysed in RIPA buffer containing the protease inhibitor cocktail from Sangong Biotech, Ltd. (Shanghai, China). Protein concentration was determined using a BCA kit (Beyotime Institute of Biotechnology, Shanghai, China). Goat anti-glyceraldehyde 3-phosphate dehydrogenase (GAPDH; Cat #: sc-48166, Santa Cruz Biotechnology, Inc., Dallas, Texas, USA) was used as a loading control. The remaining primary antibodies (Abs) were purchased from Abcam or Beijing Biosynthesis Biotechnology CO., LTD, (Beijing, China; Supplementary Table 1). Secondary donkey anti-goat Ab (Cat no.: A0181) was purchased from Beyotime Institute of Biotechnology, and goat anti-rabbit (Cat no.: A24531) Abs were bought from Novex^®^ by Life Technologies. Fifty micrograms of total protein per sample were loaded onto 10% SDS polyacrylamide electrophoresis gels. The gels were transferred to a polyvinylidene fluoride (PVDF) membrane at 300 mA for 2.5 h at 4°C. The membranes were then blocked with 5% BSA for 1 h at RT, followed by three washes with 0.1% Tween-20 in TBS (TBST). The membranes were incubated with primary Abs diluted with 1:500 in TBST with 1% BSA overnight at 4°C. After three washes with TBST, the blots were incubated with the HRP-labeled secondary goat anti-rabbit or donkey anti-goat Ab respectively for 1 h at RT. After three washes, the blots were imaged. The bands were quantified using Image-J software. The intensity of the specific protein band was normalized to actin first, then, the data were normalized to the control. The experiment was repeated > six times.

### Detection of protein levels and location in testis using immunofluorescence staining

The methodology for immunofluorescence staining of testicular samples is reported in our recent publications (Zhang* et al.* 2016, Zhao* et al.* 2020*b*). Sections of testicular tissue (5 µm) were prepared and subjected to antigen retrieval and immunostaining as previously described (Wang* et al.* 2018). Briefly, sections were first blocked with normal goat serum in PBS, followed by incubation with primary Abs (Supplementary Table 1; 1:100 in PBS-0.5% Triton X-100; Bioss Co. Ltd. Beijing, PR China) at 4°C overnight. After a brief wash, sections were incubated with an Alexa 546-labeled goat anti-rabbit secondary Ab (1:100 in PBS; Molecular Probes) at RT for 30 min and then counterstained with 4',DAPI. The stained sections were examined using a Leica Laser Scanning Confocal Microscope (LEICA TCS SP5 II, Germany). Ten animal samples from each treatment group were analyzed. Positively stained cells were counted. A minimum of 1000 cells were counted for each sample of each experiment. The data were then normalized to the control.

### Immunofluorescence staining for cells on cover slips

The cells on coverslips were fixed with 4% PFA overnight (Zhao* et al.* 2020b). Subsequently, the cells were treated with 2% Triton X-100 in PBS for 30 min. After three washes with PBS, the cells were blocked with normal goat serum in PBS, followed by incubation with primary Abs (Supplementary Table 1) at 4°C overnight. After a brief wash, sections were incubated with an Alexa 546-labeled goat anti-rabbit secondary Ab (1:100 in PBS) at RT for 30 min and then counterstained with DAPI. For actin formation, the cells were incubated with Phalloidin-TRITC for 1 h at RT, then counterstained with DAPI. The stained sections were examined using a Leica Laser Scanning Confocal Microscope (LEICA TCS SP5 II, Germany). The experiments were repeated at least six times.

### Statistical analysis

Data were statistically analyzed using the ANOVA function in SPSS statistical software (IBM Co.). Comparisons between groups were tested by one-Way ANOVA analysis and the LSD test. All groups were compared with each other for every parameter (mean ± s.e.m.). Differences were considered significant at *P*  < 0.05.

## Results

### M5 knockdown disrupted mouse spermatogenesis, while M1 and M3 knockdown did not

The expression of M5, M1, and M3 mACHRs has been detected in mouse testes using specific antibodies (Supplementary Fig. 2). M5 and M1 receptor expression levels were increased in murine testes between 1 and 6 weeks of age. However, M3 receptor expression was low in 1-week-old mouse testes while it was elevated at a consistent level between 3 and 6 weeks of age. These three receptors are expressed in Sertoli cells and germ cells. M5 and M1 receptors are mainly expressed in the perinuclei region, while M3 is mainly expressed in the nuclei, which is constant with the findings of Lucas et al (2008). Moreover, M1 is mainly present in spermatids of 6-week-old mice, while M5 and M3 are present mainly in the early stages of germ cells (spermatogonia or spermatocytes; Supplementary Fig. 2).

In order to differentiate the function of M5 from M1 or M3, as they all couple to Gq_/11_, the expression of these receptors was modified in mouse testes during the current investigation. After M5 knockdown using shRNA, the protein level of the M5 receptor was decreased (Fig. 1A and B; Supplementary Fig. 3). There was also some staining for M5 on the Leydig cells which indicated that these cells also expressed M5. The gene expression profile of mouse testes was then determined by RNA-seq analysis. Compared to the control (shNC), 661 genes were increased while 622 genes were decreased in shM5 mouse testis samples (Fig. 1C). Principal component analysis (PCA) showed that the shM5 and shNC groups were clearly separated (Fig. 1D). The genes decreased by shM5 were mainly enriched in the gamete generation, spermatogenesis, and male reproduction functional pathways in gene ontology (GO) enrichment analysis (Fig. 2A), while those genes increased by shM5 were enriched in others not related to spermatogenesis signaling pathways (Fig. 2B). In order to search more deeply for the mechanisms of shM5 knockdown disruption of spermatogenesis, Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis was performed. There were two signaling pathways 'cell adhesion molecules (CAMs)' and 'ECM-receptor interaction' that were significantly enriched in the decreased genes (Fig. 2C), while they were not found in the increased genes (Fig. 2D). As we know, cell–cell junctions (especially in the BTB) play vital roles in spermatogenesis and male fertility (Lee* et al.* 2005, Lui *&* Cheng 2012, Li* et al.* 2018*b*, Wen* et al.* 2018*c*). The data suggested that shM5 may damage cell–cell junctions in the testis to disrupt spermatogenesis.

**Figure 1:**
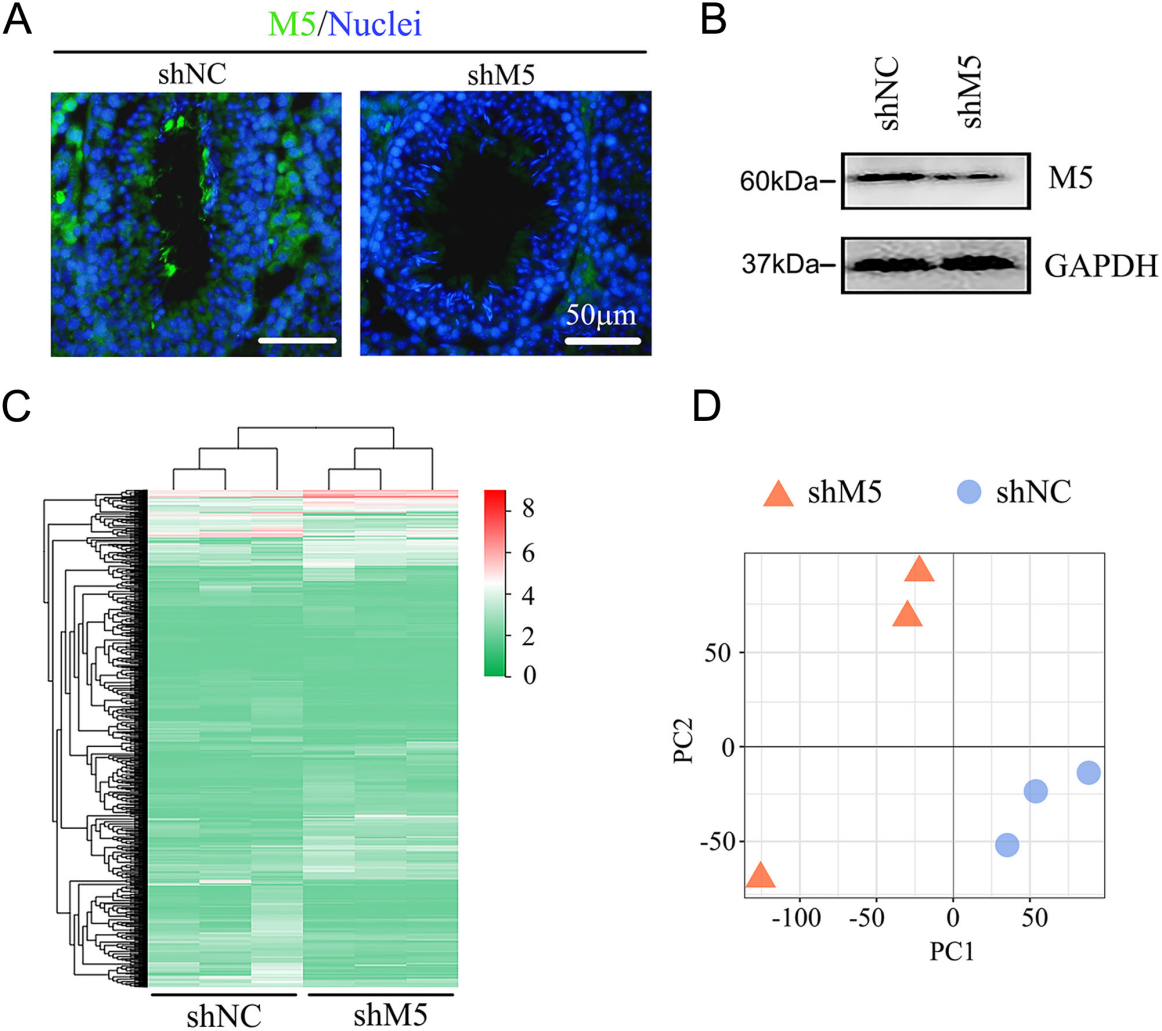
M5 knockdown by shRNA in mouse testes disrupted spermatogenesis *in vivo*. (A) The protein level of M5 was detected by immunofluorescence staining (IHF) in mouse testes after treatment with M5 shRNA for 10 days. Scale bar: 50 µm. (B) The protein level of M5 was detected by Western blotting (WB) in mouse testes after treatment with shRNA for 10 days. (C) Gene expression heatmap of mouse testicular samples after shRNA treatment for 10 days. (D) Principal component analysis (PCA) for gene expression in mouse testes.

**Figure 2:**
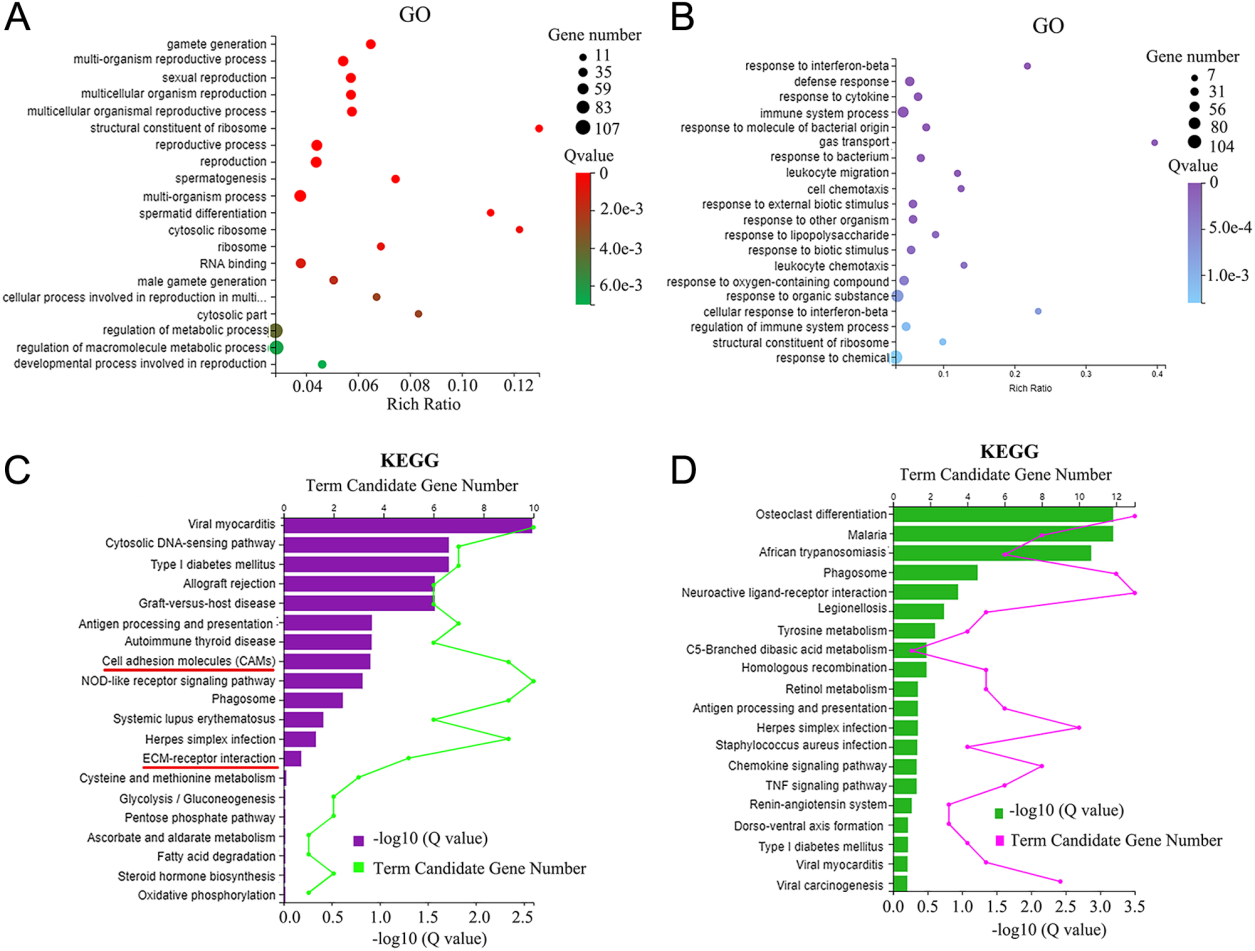
Enrichment analysis for RNA-seq data of mouse testes. (A) Gene ontology (GO) enrichment analysis of the genes decreased by shM5 treatment in mouse testes. (B) GO enrichment analysis of the genes increased by shM5 treatment in mouse testes. (C) Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis of the genes decreased by shM5 treatment in mouse testes. (D) KEGG enrichment analysis of the genes increased by shM5 treatment in mouse testes.

However, shM1 had some effect and shM3 had little effect on spermatogenesis (Supplementary Figs 4 and 5). There were 263 genes increased and 550 genes decreased by shM1 (Supplementary Fig. 4A). Furthermore, shM1 and shNC were clearly separated by PCA analysis (Supplementary Fig. 4B). A total of 404 genes were increased and 724 genes were decreased by shM3 and PCA analysis showed that shM3 and shNC were also clearly separated (Supplementary Fig. 5A and B). GO enrichment analysis showed that there was one signaling pathway 'gamete generation' enriched in shM1 decreased genes (Supplementary Fig. 4C). In addition, no pathways related to spermatogenesis or male fertility were enriched by shM3 knockdown genes (Supplementary Fig. 5C). The data here suggested that M1 or M3 may have a different role from M5 in mouse spermatogenesis.

Using GO enrichment analysis, the signaling pathways related to spermatogenesis and male reproduction for the shM5 group were separated and analyzed for their protein–protein network. The proteins in these pathways were connected together with the above-mentioned signaling pathways (Fig. 3A). These proteins could be divided into three groups as shown in Fig. 3B. Furthermore, we found that the levels of proteins important to spermatogenesis (Lee* et al.* 2005, Li* et al.* 2018*a*, Wen* et al.* 2018*b*) (TP1, PGK2, CREM, and p-FSCN1) were decreased in shM5 mouse testis samples (Fig. 3C and D, Supplementary Fig. 6). Meanwhile, Sertoli cell marker SOX9 remained unchanged by shM5 (Fig. 3C). The data further suggested that shM5 upset spermatogenesis.

**Figure 3:**
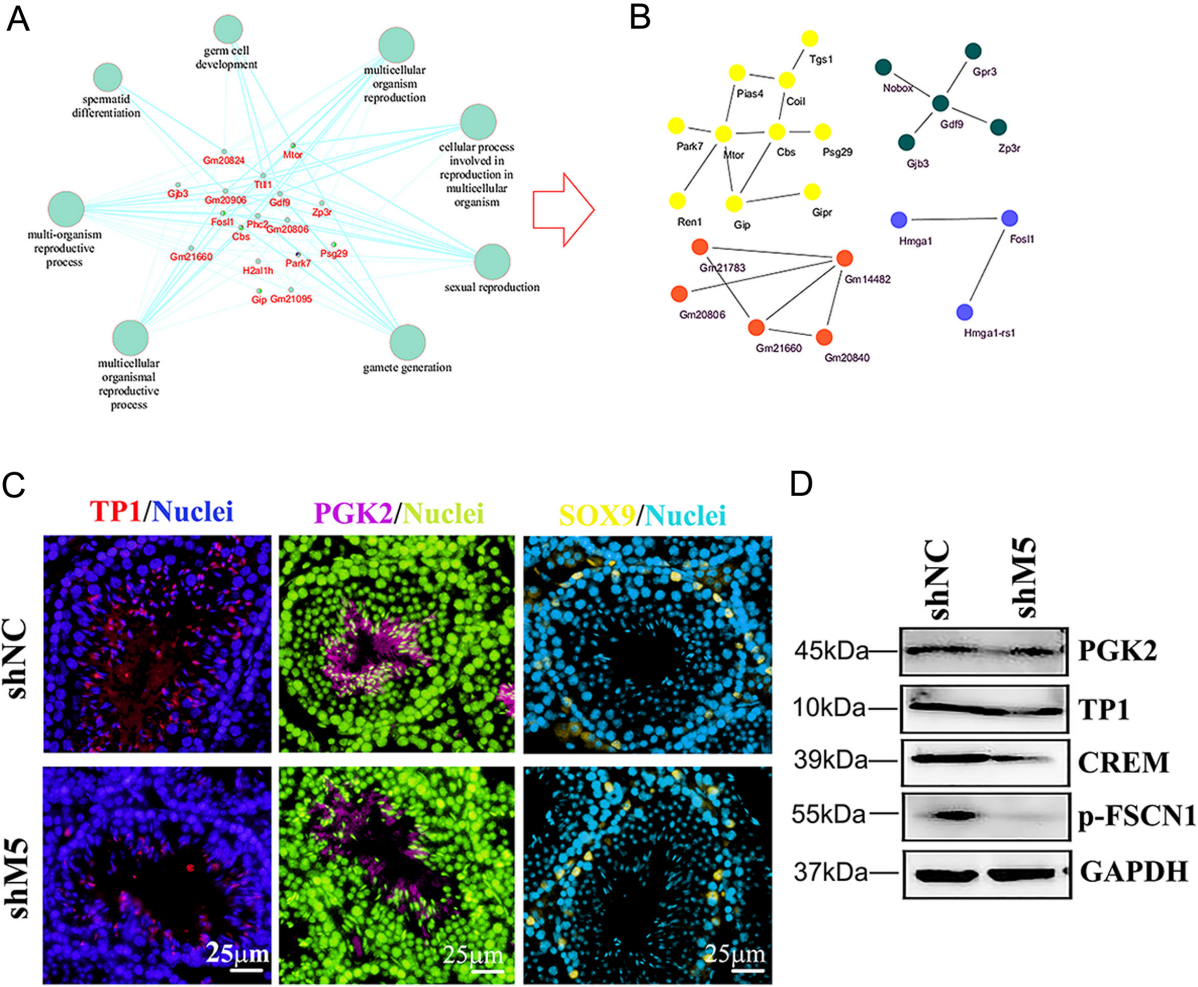
Network analysis of the genes related to spermatogenesis and male fertility in mouse testes. (A) The network of genes related to spermatogenesis and male fertility, and the signaling pathways enriched by GO analysis. (B) The network of genes related to spermatogenesis and male fertility enriched by GO analysis. (C) The protein level of TP1, PGK2, and SOX9 was detected by IHF in mouse testes after shM5 treatment. Scale bar: 25 µm. (D) The protein level of TP1, PGK2, CREM, and p-FSCN1 was detected by WB in mouse testes after shM5 treatment.

The genes (decreased by shM5) in 'cell adhesion molecules' and 'ECM-receptor interaction' pathways from KEGG enrichment analysis were further analyzed to determine their interactive network. These genes were connected together with the signaling pathways (Fig. 4A). Furthermore, the protein levels of many cell–cell junction proteins such as claudin, occludin, Cx43, Cx37, JAM1, ZO-1, E-cadherin, and catenin were determined in mouse testis samples. Results showed that the cellular localization of occludin, E-cadherin, Cx37, and Cx43 were changed by shM5 (Fig. 4B and C; Supplementary Fig. 6). The data here further indicated that shM5 may damage cell–cell junctions to disrupt spermatogenesis.

**Figure 4:**
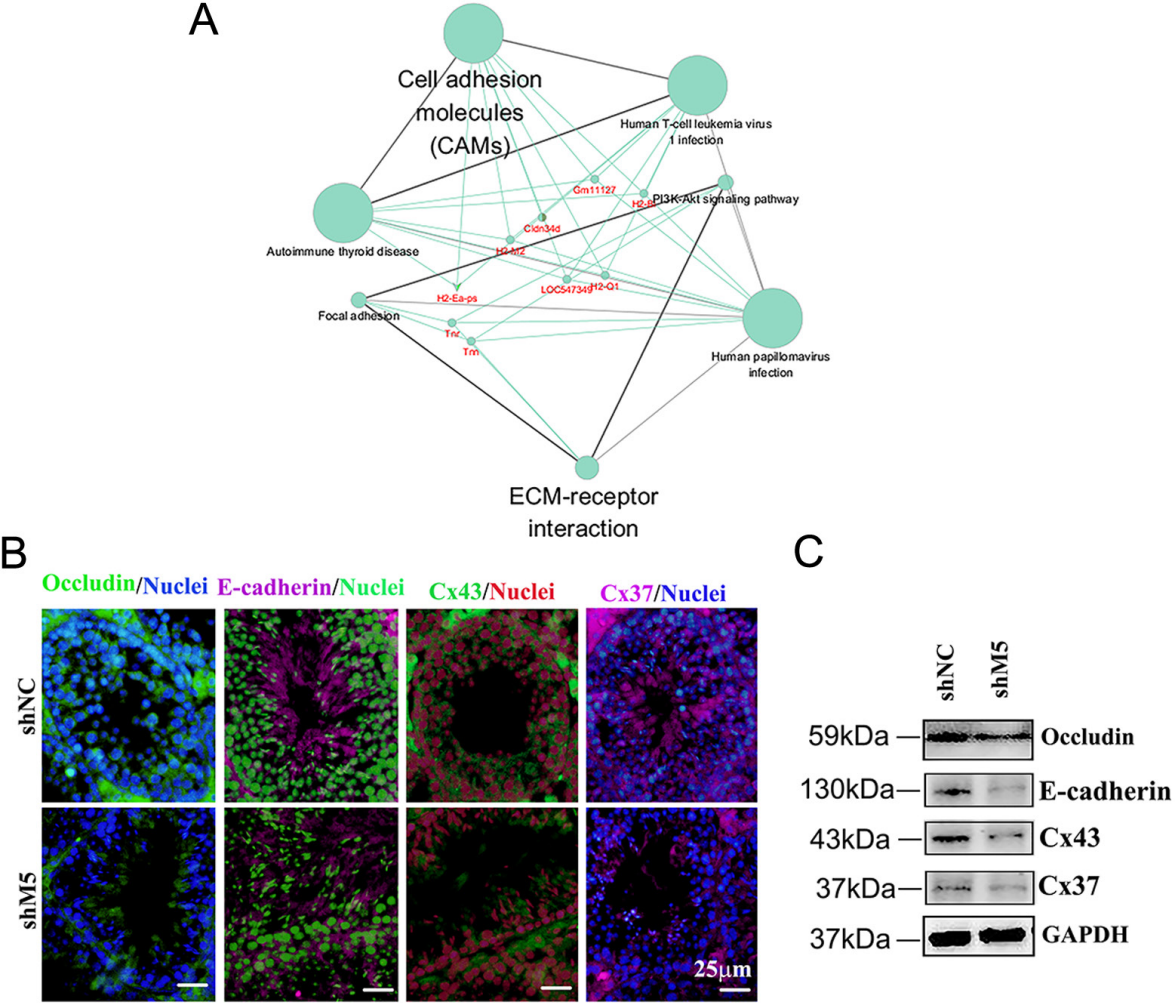
Network analysis of the genes related to cell–cell junctions in mouse testes. (A) The network of genes related to cell–cell junctions, and the signaling pathways enriched by GO analysis. (B) Protein levels of occludin, claudin, Cx43, and Cx37 were detected by IHF in mouse testes after shM5 treatment. Scale bar: 25 µm. (C) Protein level of occludin detected by WB in mouse testes after shM5 treatment.

### Knockdown M5 decreased cell–cell junction proteins in spermatogonia stem cells

To further search for the M5 mechanism during spermatogenesis, M5 expression was modified in spermatogonia stem cells (C18-4 cell line) (Hofmann* et al.* 2005, He* et al.* 2009) and Sertoli cells (TM4 cell line) (Ge* et al.* 2018). 

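RNA-seq was performed on C18-4 cells, a mouse spermatogonial stem cell line, and on TM4 cells, a mouse Sertoli cell line, with 3 libraries of shM5-treated cells and 3 libraries of shNC-treated cells from each line. The methods describe oligo(dT)-enriched mRNA, sequencing on an Illumina HiSeq and mapping of the reads to reference genes with SOAPaligner. The authors transformed the number of reads on each gene into RPKM, read numbers normalised for gene length and library size, and deposited these values with 2 decimals for 17995 genes, of which 772 were listed at 0 in all 12 libraries. The number of reads behind each value is not given, so the sampling error of a single value is not known. In C18-4 cells the RPKM values summed to between 512593 and 540231 per shNC library (median 526327) and to between 506413 and 523453 per shM5 library (median 515879). These sums depend on gene lengths and are not depths. The low values of 74 genes were read as whole multiples of 1 step, the value of 1 read. Between 38 and 47 genes entered per library, with an SD of 0.045 to 0.061 on the log2 scale. The relative size of this step across the 12 libraries lay between 0.984 and 1.012. Genes entered only if their values lay near whole multiples of a common step, which favours similar steps. The check therefore cannot exclude a difference in depth. From there, each cell line was tested on its own, over genes with a mean of at least 0.5 RPKM in its 6 libraries, which left 11611 genes in C18-4 cells. log2(RPKM + 0.1) was fitted with limma, with a mean-variance trend, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. Fold changes are on this log2(RPKM + 0.1) scale, which understates the change of low genes. The threshold was that of the paper, an adjusted p of at most 0.001 and an absolute log2 ratio of at least 1. The paper used the MARS method of the DEGseq package on its reads. limma instead judges each difference against the spread between the 3 libraries of a group, so the number of genes past the threshold can differ between these methods.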

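In C18-4 cells, Chrm5 (Entrez gene 213788), the target of shM5, was listed at 0.01 RPKM in shNC replicate 2 and at 0 RPKM in the other 5 libraries. It did not reach the mean needed for a test, so the values neither show a decrease of Chrm5 mRNA nor check which libraries received shM5. With values this low in the shNC libraries as well, the differences given below cannot be tied to a loss of Chrm5 mRNA. The 73 ribosomal protein genes in the data were all above 0 in every library. With shM5, 68 of the 11611 genes had an adjusted p below 0.05 in the limma test, 34 of them higher and 34 lower than with shNC. This number depended on single libraries. It was 237 without shNC replicate 3 and 31 without shM5 replicate 3. It was 0 when any other of the 6 libraries was left out, although between 770 and 998 genes then had an unadjusted p below 0.05. Libraries with the same replicate number moved together, mainly by setting replicate 3 of both groups apart, and a fit with the replicate number as a block gave 1386 genes with an adjusted p below 0.05, 605 higher and 781 lower. The root mean square difference between libraries, on the log2 scale over all genes tested, was 0.200 between shNC replicates 1 and 2 and 0.201 between shM5 replicates 1 and 2. Between shM5 and shNC it was 0.322 for replicate 1, 0.313 for replicate 2 and 0.322 for replicate 3. shNC replicate 3 differed by 0.438 and 0.418 from the other shNC libraries, and shM5 replicate 3 by 0.388 and 0.376 from the other shM5 libraries. The distance of replicate 3 from its own group was therefore larger than the distance between shM5 and shNC within each replicate number.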

The protein level of M5 in C18-4 cells was decreased by shM5 (Fig. 5A) and the gene expression profile in C18-4 cells after shM5 treatment was significantly altered. 

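At an adjusted p of at most 0.001 and an absolute log2 ratio of at least 1, 0 genes were increased and 0 genes were decreased by shM5 in C18-4 cells with limma, and 1425 genes (12.3% of those tested) had an unadjusted p below 0.05. The smallest adjusted p was 0.0215. With the replicate block, 2 genes were increased and 7 genes were decreased at the same threshold. These 9 genes were named after their values were seen. Acta2 and Peg3 were increased, with log2 fold changes of 1.34 and 1.14. Peg3 rose from 15.4 ± 1.68 RPKM with shNC to 34.1 ± 2.26 RPKM with shM5 (SD, n = 3). Mt2, Lox, Syt7, Gm40814, Xdh, Rnf130 and Slpi were decreased, with log2 fold changes between -2.56 for Slpi and -1.09 for Rnf130. Syt7 fell from 21.5 ± 1.48 RPKM to 8.33 ± 1.07 RPKM (SD, n = 3). In each of the 9 genes, all 3 shM5 libraries lay on 1 side of all 3 shNC libraries, which chance gives for 10% of genes with 3 libraries against 3. At an adjusted p below 0.05 and the same fold threshold, without the block, 6 genes were increased and 17 genes were decreased. The fold threshold alone, applied to the ratio of group means with no test, was passed by 27 increased and 59 decreased genes. No gene passed the paper's threshold in the fits that each left out 1 of the 6 libraries, in which between 770 and 2219 genes had an unadjusted p below 0.05. Without replicate 3 of both groups, a comparison of 2 libraries with 2 that was chosen after the data were seen, 24 genes were increased and 30 genes were decreased at this threshold.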

An increase was seen in 239 genes, while 261 genes were decreased by shM5 compared to shNC (Fig. 5B). 

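Principal components were computed from the RPKM values of the 6 C18-4 libraries over 16230 genes with a mean above 0, each gene scaled to unit variance. PC1 held 41.9% of the variance and PC2 held 25.4%. PC1 set replicate 3 apart from replicates 1 and 2 in both groups. Its scores were 140 for shNC replicate 3 and 89.5 for shM5 replicate 3, and between -62.8 and -45.9 for the other 4 libraries. PC2 separated the groups, with scores of 78.6, 67.6 and 43.7 for shNC replicates 1, 2 and 3 and of -59.6, -67.0 and -63.3 for shM5 replicates 1, 2 and 3. On PC1 and PC2 together, the mean distance between libraries of different groups was 1.40 times the mean distance between libraries of 1 group. This was the largest ratio among the 10 splits of the 6 libraries into 3 and 3 (exact permutation test, one-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). The ratio was 1.75 without replicate 3 and 1.05 and 1.04 without replicates 1 and 2. In the last 2 of these sets, 2 of the 3 splits of 4 libraries gave a ratio as large.

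**Figure D2:**
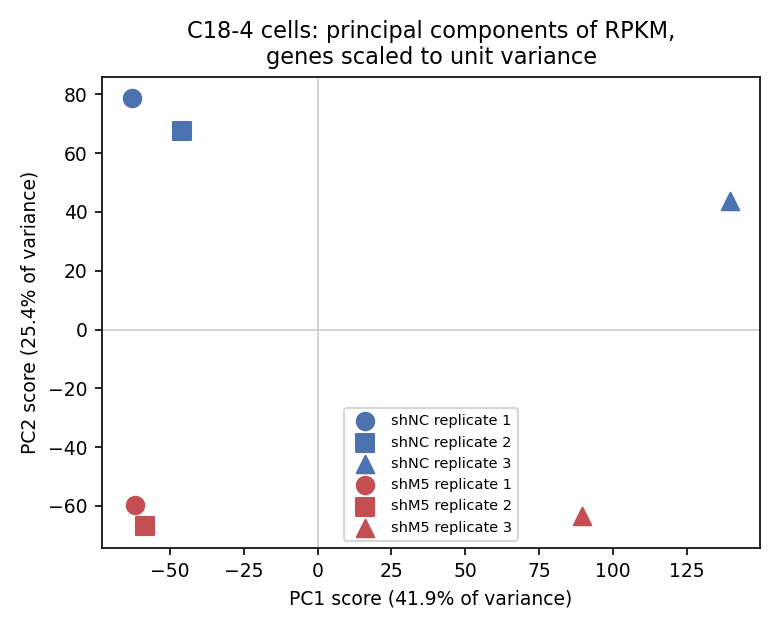
Scores of the 6 C18-4 libraries on PC1 (horizontal axis, 41.9% of the variance) and PC2 (vertical axis, 25.4%), with shNC in blue, shM5 in red and a marker shape for each replicate number. The shNC libraries have positive and the shM5 libraries negative PC2 scores, and replicate 3 of both groups lies at the right of PC1.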

The PCA data showed that shM5 was clearly separated from shNC (Fig. 5C). Reactome and GO enrichment analyses showed that many signaling pathways were related to the extracellular matrix and cell adhesion for the genes decreased by shM5 (Fig. 5D and E), but not for those genes that were increased (Supplementary Fig. 7A and B). Furthermore, cell cytoskeleton (actin) was detected in C18-4 cells after shM5 treatment, and it was noteworthy that actin formation was dramatically damaged by shM5 (Fig. 6A). 

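At the paper's threshold limma gave no genes without the block, and only 2 increased and 7 decreased genes with it. The enrichment was not repeated on these, and the GO and Reactome tables were not used here. Lists of extracellular matrix and cell adhesion genes, written from gene families such as collagens, laminins, integrins and cadherins, were tested in their place as sets with camera, a test of limma with an inter-gene correlation of 0.01. Adjusted p-values are over 9 lists. Of 78 extracellular matrix genes tested in C18-4 cells, 41 were lower and 37 were higher with shM5, and the list did not shift as a set (mean log2 fold change -0.09, adjusted p = 0.458). Without shM5 replicate 3 the direction of the set test turned upward (adjusted p = 0.953), and without shNC replicate 3 the mean was -0.03 (adjusted p = 0.914). Single genes of this list changed in both directions. An adjusted p below 0.05 was reached by 23 of the 78 genes when adjusted over the list alone, 16 of them lower and 7 higher with shM5, and by 6 genes when adjusted over all genes tested. With the replicate block these numbers were 43, 24 of them lower and 19 higher, and 33. Of the 59 genes decreased by the fold threshold alone, 4 were in the matrix list against 0.396 by chance (Fisher's exact test, one-sided, adjusted p = 0.00583). These 4 genes were Fmod, Lox, Mmp9 and Mmp13, with log2 ratios of group means of -1.64, -1.15, -1.51 and -1.23. None of the 27 increased genes was in the list. Among genes with an adjusted p below 0.05, with no fold threshold, matrix genes were as frequent in both directions, with 3 of 34 decreased and 3 of 34 increased genes against 0.228 by chance (Fisher's exact test, one-sided, adjusted p = 0.0135 for each). With the block, at an adjusted p below 0.05 and the fold threshold, 4 of 58 decreased genes were in the matrix list against 0.390 by chance (adjusted p = 0.00547 from the same exact test), and 0 of 20 increased genes. Without the block, 1 of 17 decreased genes was in the list at these thresholds against 0.114 by chance (adjusted p = 0.975). With the block at the paper's threshold it was 1 of 7 against 0.047 (adjusted p = 0.415). These comparisons of the gene sets past other thresholds were chosen after the values were seen, and Fisher's exact test takes genes as independent. Of 55 cell adhesion genes, 19 were lower and 36 were higher with shM5 (mean log2 fold change 0.05, adjusted p = 0.228 from camera). Without shM5 replicate 3 the adjusted p of this upward shift was 0.0395, the lowest value over all settings, which ranged up to 0.964. The mean was 0.01 without shNC replicate 1 and 0.10 without shNC replicate 3. An adjusted p below 0.05 was reached by 7 adhesion genes when adjusted over the list alone, 2 lower and 5 higher, and by 3 when adjusted over all genes tested. In the fit with the block these numbers were 15, 7 of them lower and 8 higher, and 13. No gene decreased by the fold threshold alone was in the adhesion list. The paper reports that the pathways of the genes decreased by shM5 were related to the extracellular matrix and cell adhesion, and next examined actin and cell–cell junction proteins in these cells. From those protein data it proposes that M5 has a role in cell–cell junction formation in germ cells.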

Subsequently, the cell–cell junction proteins were determined to confirm the disruption to the cytoskeleton. All eight cell–cell junction proteins occludin, claudin, JAM1, Cx37, Cx43, E-cadherin, ZO-1, and catenin were decreased by shM5 compared to shNC (Fig. 6B; Supplementary Fig. 8). The data here suggested that M5 plays a vital role in cell–cell junction formation in germ cells.

**Figure 5:**
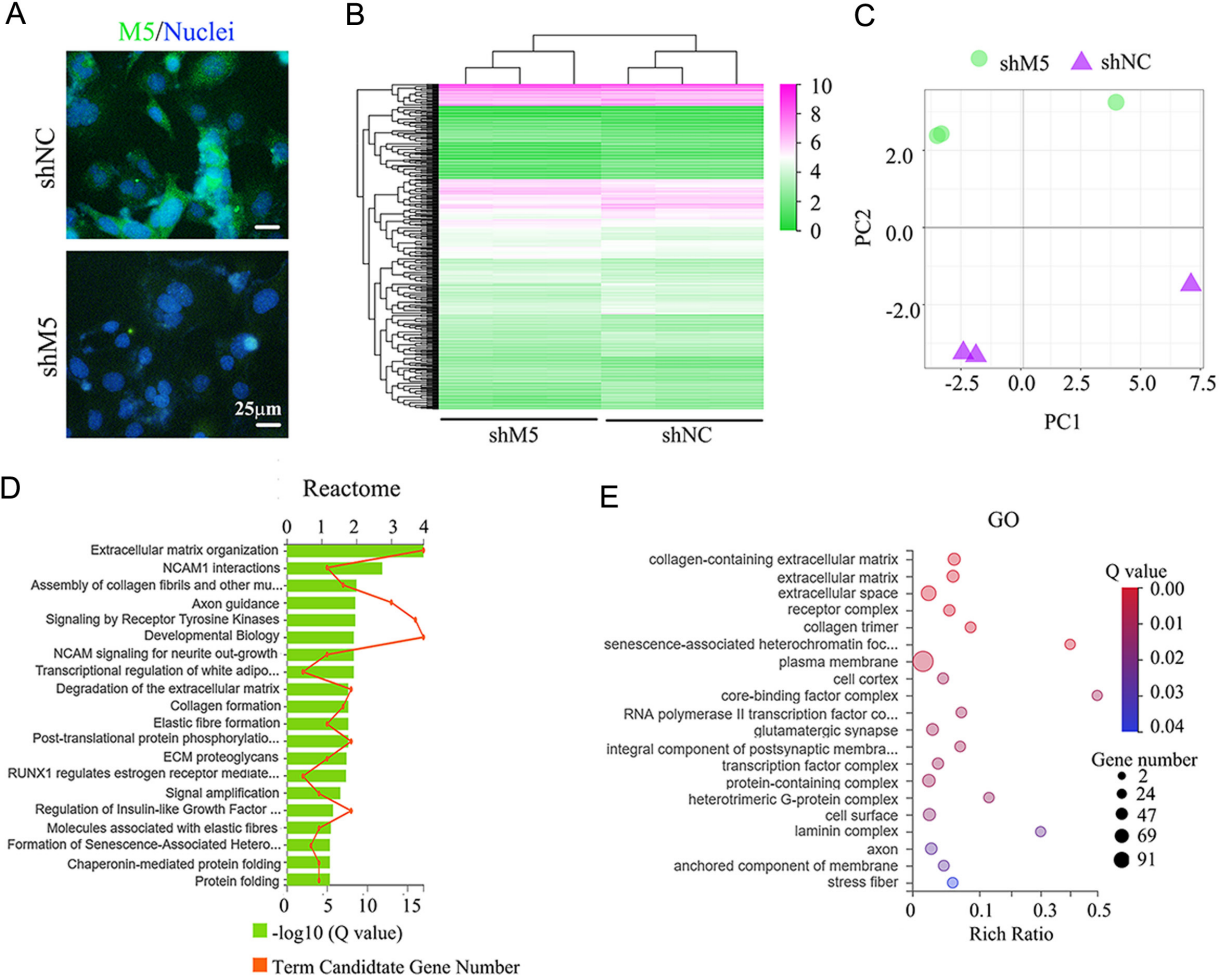
RNA-seq analysis of mouse spermatogonia cells (C18-4) after shM5 treatment. (A) Protein level of M5 detected by IHF in C18-4 cells after shM5 treatment. Scale bar: 25 µm. (B) Gene expression heatmap of C18-4 cells after shM5 treatment. (C) PCA analysis for gene expression of C18-4 cells. (D) Reactome enrichment analysis of the genes decreased by shM5 treatment in C18-4 cells. (E) GO enrichment analysis of the genes decreased by shM5 treatment in C18-4 cells.

**Figure 6:**
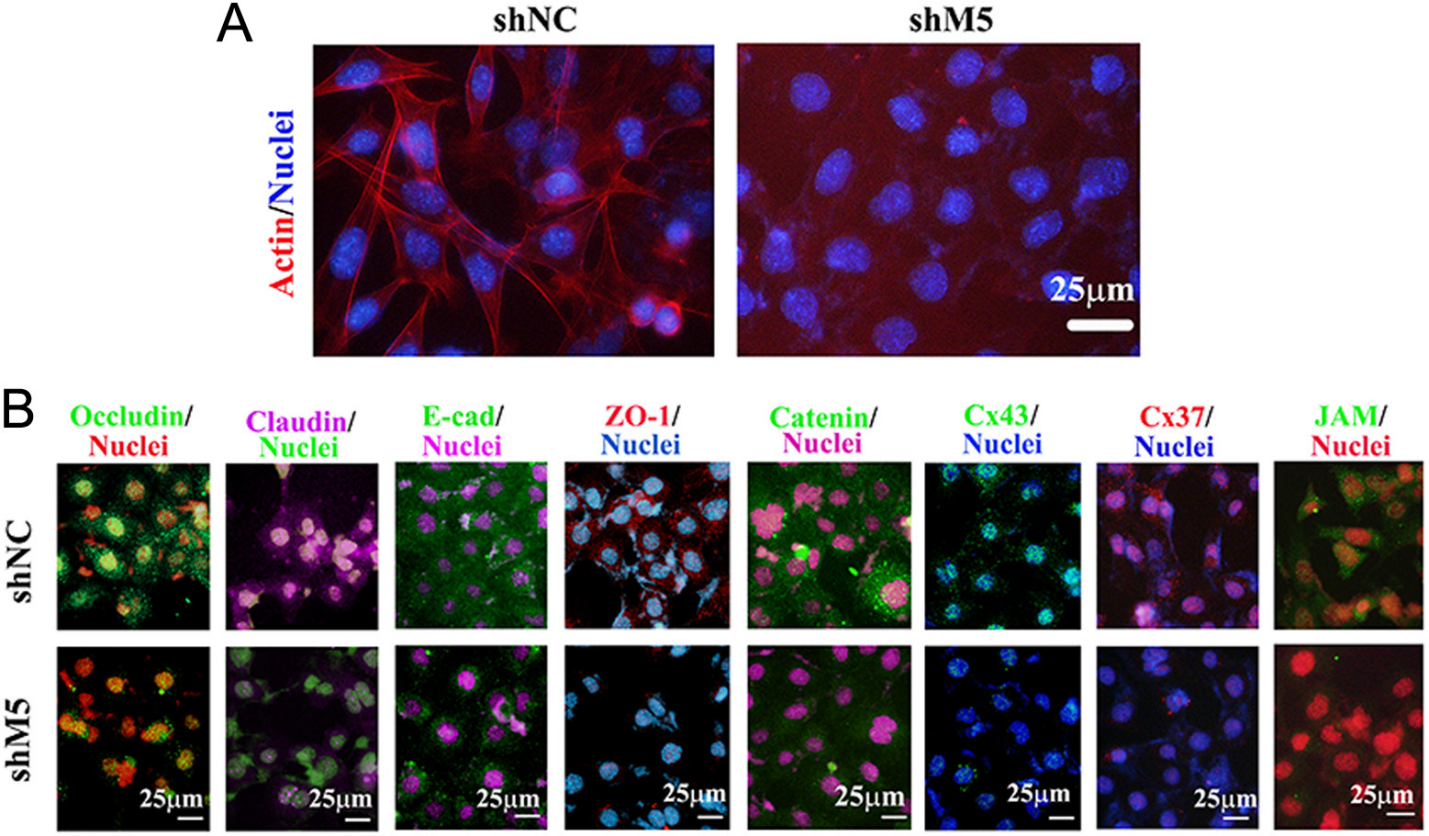
shM5 disrupted the blood–testis barrier and ectoplasmic specialization (ES) proteins in C18-4. (A) Status of the cell cytoskeleton (actin) in C18-4 cells was detected by IHF after shM5 treatment. (B) Protein levels of the blood-testis barrier (BTB) and ectoplasmic specializations (ES) specific proteins occludin, claudin, E-cadherin, ZO-1, catenin, Cx43, Cx37, and JAM1 were detected by IHF in C18-4 cells after shM5 treatment. Scale bar: 25 µm.

### M5 knockdown decreased cell–cell junction proteins in Sertoli cells

M5 protein levels in Sertoli cells (TM4 cell line) were decreased by shM5 (Fig. 7A). shM5 significantly changed the gene expression profile in TM4 cells. 

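The TM4 libraries were made and processed as those of C18-4 cells, with 3 shNC and 3 shM5 libraries. Their RPKM values summed to between 512868 and 538387 per shNC library (median 518591) and to between 535074 and 535986 per shM5 library (median 535235). The limma test covered 11016 genes. Chrm5 was listed at 0.01 RPKM in shNC replicate 1 and at 0 RPKM in the other 5 TM4 libraries. In these cells too it could not show a decrease or check which libraries received shM5, and other changes cannot be tied to its loss. shNC replicate 3 lay closer to the shM5 libraries than to the other shNC libraries. Its root mean square difference on the log2 scale was 0.640 and 0.642 from shNC replicates 1 and 2, and 0.257, 0.253 and 0.202 from shM5 replicates 1, 2 and 3. shNC replicates 1 and 2 differed from each other by 0.189, and the shM5 libraries differed from each other by 0.201 to 0.271. The replicate error of the shNC group is therefore large in TM4 cells and rests on this library. All 3 shNC libraries were kept, since neither the paper nor the sample descriptions give a reason to leave 1 out, and values without shNC replicate 3 are given beside the results that it changed.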

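At the paper's threshold, 0 genes were increased and 0 genes were decreased by shM5 in TM4 cells with limma, and 0 genes had an adjusted p below 0.05. An unadjusted p below 0.05 was found for 2866 genes (26.0% of those tested), and the smallest adjusted p was 0.192. Without shNC replicate 3, which leaves 2 shNC libraries against 3 shM5 libraries, 458 genes were increased and 438 genes were decreased at the paper's threshold, 7433 genes had an adjusted p below 0.05, and 7752 had an unadjusted p below 0.05. When any other of the 6 libraries was left out, 0 genes passed the threshold in either direction and between 484 and 1260 genes had an unadjusted p below 0.05. The fold threshold alone, with no test, was passed by 62 increased and 271 decreased genes. Without replicate 3 of both groups, which leaves 2 libraries against 2 and was chosen after the data were seen, 528 genes were increased and 493 genes were decreased at the paper's threshold. Without replicate 1 or replicate 2 of both groups it was 0 genes, with 54 and 60 genes at an unadjusted p below 0.05.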

In total, 90 genes were increased and 566 genes were decreased by shM5 in TM4 cells (Fig. 7B). PCA analysis found that shNC and shM5 could be clearly separated (Fig. 7C). 

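Fig. 7C shows 2 shNC and 2 shM5 points, while Fig. 7B shows 3 libraries of each group. The paper's text does not name the libraries of Fig. 7C or give a reason for leaving others out, so all 6 TM4 libraries were used. Their principal components were computed in the same way as for C18-4 cells, over 15622 genes. PC1 held 57.7% of the variance and PC2 held 14.8%. On PC1, shNC replicates 1 and 2 had scores of 133 and 136. shNC replicate 3 had a score of -61.1, next to the scores of -69.7, -72.2 and -65.3 of shM5 replicates 1, 2 and 3. On PC2, shNC replicate 3 (57.4) lay next to shM5 replicate 3 (62.4), while shM5 replicates 1 and 2 had scores of -53.4 and -61.7. Over both components, the ratio of the mean distance between groups to that within groups was 1.52, the largest of the 10 splits of the 6 libraries (exact permutation test, one-sided, p = 0.1, again the smallest possible). Without replicate 3 of both groups the ratio rose to 2.28. Without replicate 1 or replicate 2 it was 0.847 and 0.848, so that libraries of different groups then lay closer together than libraries of the same group.

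**Figure D3:**
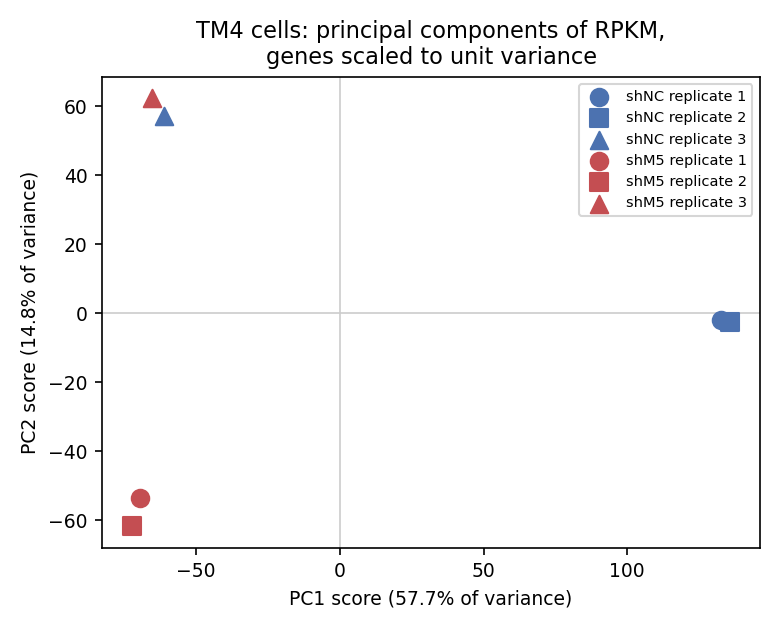
Scores of the 6 TM4 libraries on PC1 (horizontal axis, 57.7% of the variance) and PC2 (vertical axis, 14.8%), with shNC in blue, shM5 in red and a marker shape for each replicate number. shNC replicates 1 and 2 lie at the right of PC1, and shNC replicate 3 lies with the shM5 libraries at the left, beside shM5 replicate 3.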

GO enrichment analysis found that 174 out of 566 genes (decreased genes) were enriched into 'protein binding' functional signaling pathways which suggested that Sertoli cell junctions may be affected by shM5 (Fig. 7D), but not for those genes that were increased (Supplementary Fig. 6C and D). 

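The number of decreased genes in the 'protein binding' term was not analysed here, because no gene was decreased at the paper's threshold in the limma test of TM4 cells and the GO table was not used. Of 38 genes of the cell adhesion list tested in TM4 cells, 14 were lower and 24 were higher with shM5, and the list did not shift as a set (mean log2 fold change 0.11, adjusted p = 0.443 from camera). Over all settings the adjusted p lay between 0.204 and 0.548, and the mean was 0.07 without shNC replicate 1 and 0.17 without shNC replicate 3. None of the 38 genes had an adjusted p below 0.05 when adjusted over the list alone or over all genes tested, and 7 had an unadjusted p below 0.05. Without shNC replicate 3, 25 of the 38 genes had an adjusted p below 0.05 when adjusted over the list alone, 8 of them lower and 17 higher with shM5. In that fit 7433 of all 11026 genes tested had an adjusted p below 0.05. Of the 271 genes decreased by the fold threshold alone, 2 were in the adhesion list against 0.935 by chance (Fisher's exact test, one-sided, adjusted p = 0.360). From its enrichment of the decreased genes, the paper proposes that Sertoli cell junctions may be affected by shM5.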

The next step was to determine the cytoskeleton (actin formation) in TM4 cells. It was found that actin formation was disrupted by shM5 in TM4 cells (Fig. 8A). At the same time, the protein levels of the eight cell junctional proteins occludin, claudin, JAM1, Cx37, Cx43, E-cadherin, ZO-1, and catenin were significantly reduced by shM5 in Sertoli cells (Fig. 8B; Supplementary Fig. 8). Furthermore, there were a few functional pathways related to Sertoli cell functions such as the MAPK signaling pathway, PI3K-AKT pathway, and mTOR pathway that have been enriched in KEGG analysis for the genes decreased by shM5 in TM4 cells (Fig. 7E) (Ni* et al.* 2019). 

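Lists of 105 genes of MAPK signalling and 61 genes of PI3K-Akt-mTOR signalling, written from gene families, were tested in TM4 cells in place of the KEGG pathways, which were not used here. Of the MAPK list, 50 genes were lower and 55 were higher with shM5 (mean log2 fold change -0.03, adjusted p = 0.616 from camera). Of the PI3K-Akt-mTOR list, 30 genes were lower and 31 were higher (mean log2 fold change 0.02, adjusted p = 0.921 from camera). Neither list shifted as a set. The direction of such a small shift had no stable sign, and for the PI3K-Akt-mTOR list it turned from downward to upward after quantile normalization (adjusted p = 0.998). No gene of either list had an adjusted p below 0.05 when adjusted over the list alone or over all genes tested. An unadjusted p below 0.05 was found for 33 MAPK genes and 21 PI3K-Akt-mTOR genes. Without shNC replicate 3, 76 of 104 MAPK genes had an adjusted p below 0.05 when adjusted over the list alone, 38 lower and 38 higher, and 46 of 61 PI3K-Akt-mTOR genes did, 20 lower and 26 higher. Of all 11026 genes tested in that fit, 7433 had an adjusted p below 0.05. Of the 271 genes decreased by the fold threshold alone, 6 were in the MAPK list against 2.58 by chance (Fisher's exact test, one-sided, adjusted p = 0.101) and 6 were in the PI3K-Akt-mTOR list against 1.5 by chance (adjusted p = 0.0112 from the same exact test). The 6 were Slc3a2, Slc7a5, Sesn2, Myc, Rheb and Irs2, and the first 3 are also on a list of ATF4 targets, of which 17 of 23 were among the 271 genes against 0.566 by chance (adjusted p = 2.14e-22). Without the genes on both lists, 3 of 57 PI3K-Akt-mTOR genes were decreased against 1.32 by chance (p = 0.145 from the same exact test). Of 20 interferon response genes, 13 were decreased against 0.492 by chance (adjusted p = 2.72e-16 from the same exact test). This test takes genes as independent. Under fry, another set test of limma, neither list passed (adjusted p = 0.204 for the ATF4 targets and 0.378 for the interferon response). Relative to the 6 libraries, the ATF4 mean was 1.28 and 1.27 in shNC replicates 1 and 2, but -0.54 in shNC replicate 3. Without shNC replicate 3, of 435 genes decreased at the paper's threshold that were also tested with all 6 libraries, 7 were in the PI3K-Akt-mTOR list against 2.41 by chance (adjusted p = 0.0178 from Fisher's exact test) and 8 in the MAPK list against 4.15 (adjusted p = 0.0835). No gene increased by the fold threshold alone was in either list. Without shNC replicate 3, the 458 increased genes held 7 MAPK genes against 4.37 by chance (adjusted p = 0.441 from Fisher's exact test). They held 3 PI3K-Akt-mTOR genes against 2.54 (adjusted p = 0.851), so genes of both lists rose too in that fit. These comparisons with Fisher's exact test and their genes were chosen after the values were seen.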

The data here suggested that shM5 upset the function of Sertoli cells, in particular, the cell junctions.

**Figure 7:**
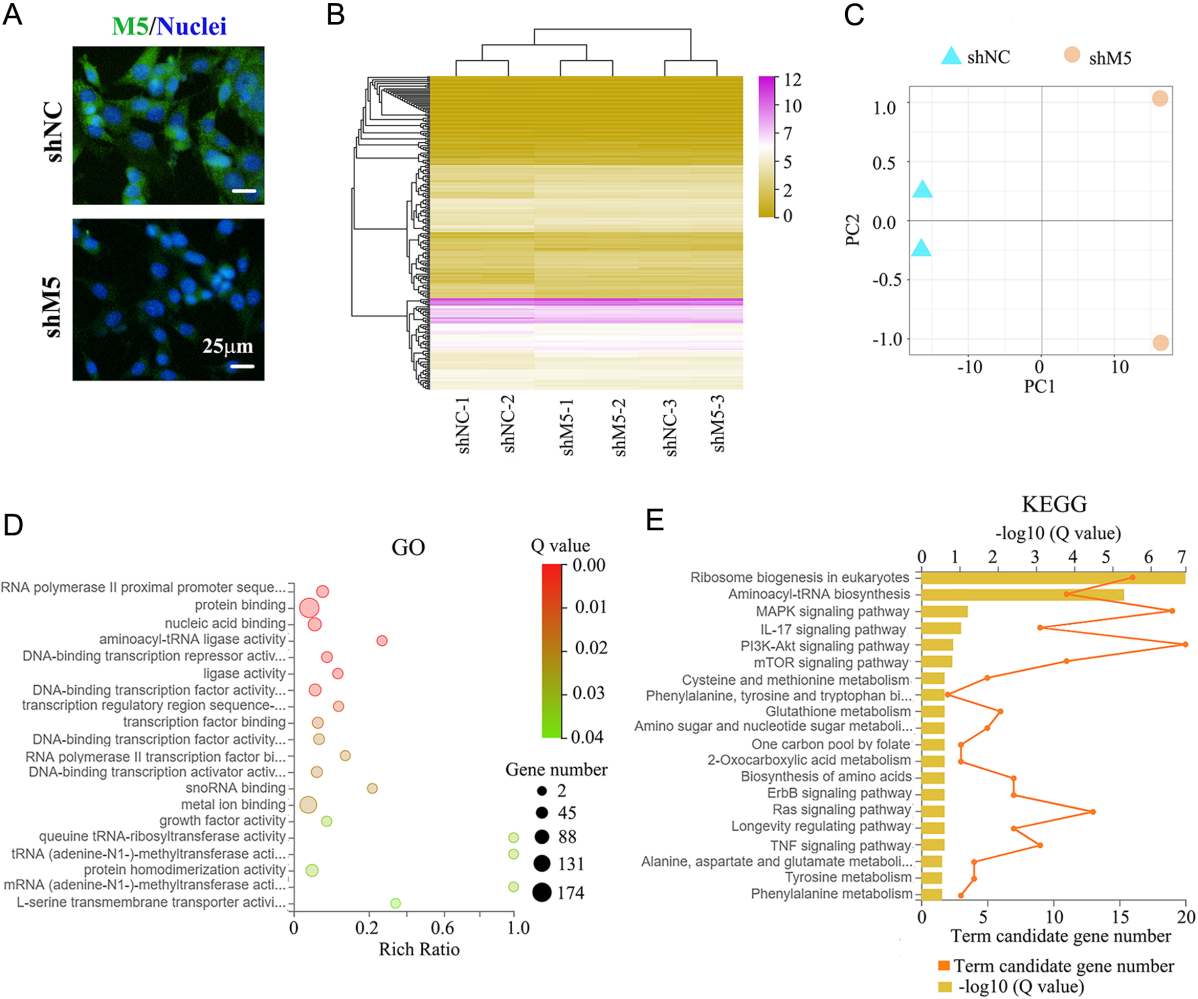
RNA-seq analysis of mouse Sertoli cells (TM4) after shM5 treatment. (A) Protein level of M5 detected by IHF in TM4 cells after shRNA treatment. Scale bar: 25 µm. (B) Gene expression heatmap of TM4 cells after shRNA treatment. (C) PCA analysis for the gene expression of TM4 cells. (D) Reactome enrichment analysis of the genes decreased by shM5 treatment in TM4 cells. (E) GO enrichment analysis of the genes decreased by shM5 treatment in TM4 cells.

**Figure 8:**
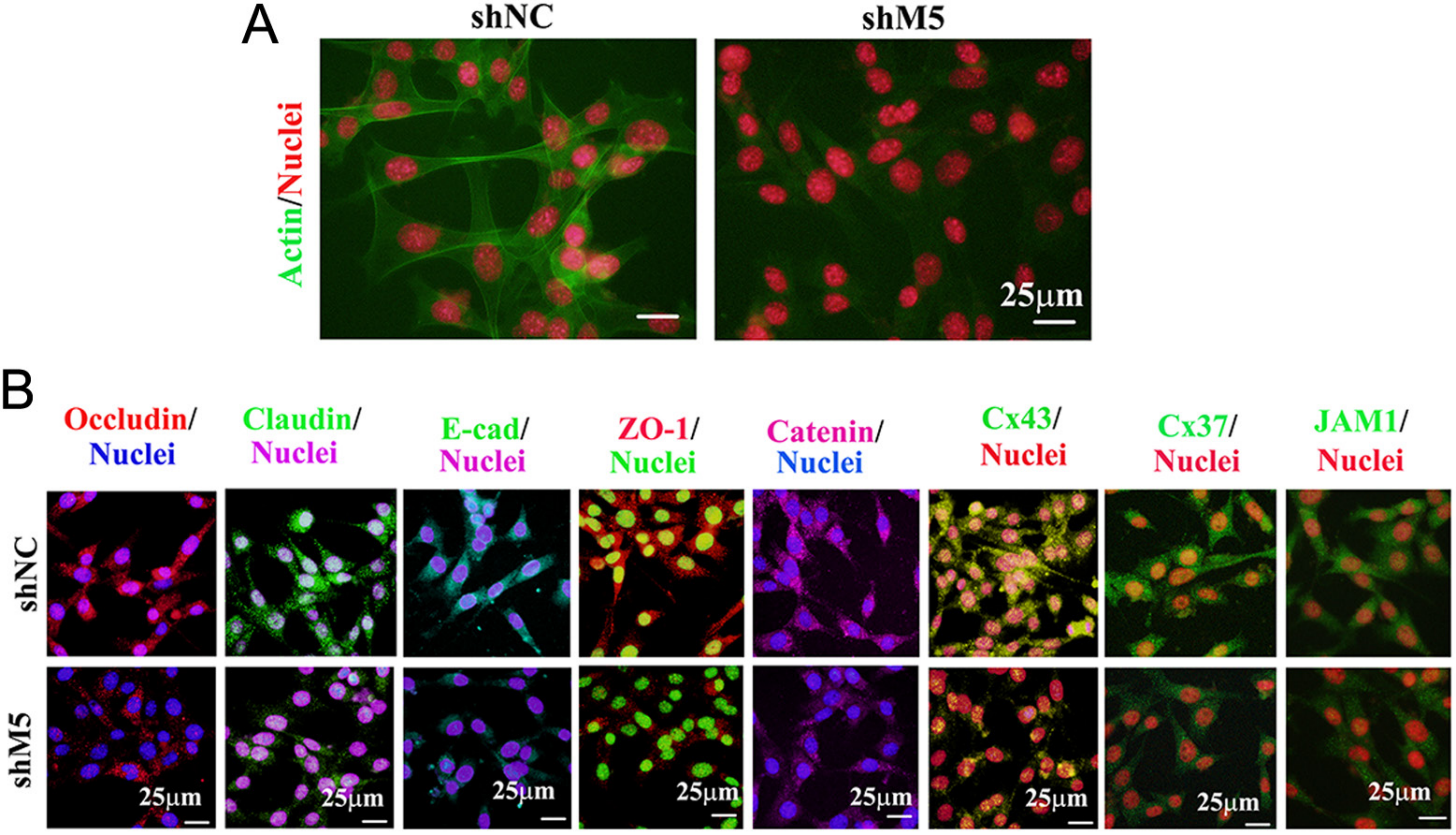
shM5 disrupted the blood–testis barrier and ectoplasmic specialization (ES) proteins in C18-4. (A) Status of the cell cytoskeleton (actin) in TM4 cells was detected by IHF after shM5 treatment. (B) Protein levels of the BTB and ES specific proteins occludin, claudin, E-cadherin, ZO-1, catenin, Cx43, Cx37, and JAM1 were detected by IHF in TM4 cells after shM5 treatment. Scale bar: 25 µm.

### Deep analysis discovered the overlap of functional pathways in both C18-4 and TM4 cells caused by shM5

Twenty-seven genes overlapped between C18-4 and TM4 cells by shM5 (Fig. 9A). 

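The overlap was counted over 10460 genes tested in both cell lines. At the paper's threshold 0 genes were changed in either line, so 0 genes overlapped, and none did at an adjusted p below 0.05, with or without the fold threshold. Unadjusted p-values below 0.05 were found for 1215 of the 10460 genes in C18-4 cells and for 2743 in TM4 cells. With TM4 shNC replicate 3 left out, 810 of the 10460 genes passed the threshold in TM4 cells, and still 0 overlapped because none passed it in C18-4 cells. Without replicate 3 of all groups, which was chosen after the data were seen, 29 of the 10460 genes passed the threshold in C18-4 cells and 904 in TM4 cells, and 7 overlapped against 2.51 by chance (Fisher's exact test, one-sided, p = 0.0101). By the fold threshold alone, 41 of the genes in C18-4 cells and 261 in TM4 cells passed, and 5 overlapped, against 1.02 by chance (Fisher's exact test, one-sided, p = 0.00335). This comparison and its genes were chosen after the values were seen. Mt2 and Ccl7 were decreased in both lines, with log2 ratios of group means of -1.22 and -1.18 in C18-4 cells and of -1.03 and -1.45 in TM4 cells. Tmem254c was increased in both, by 1.57 and 2.22, but its reads can be shared with its near-identical neighbours. LOC100862468 and Stmn4 changed in opposite directions. Without the filter on low values, the fold threshold alone gave 226 overlapping genes, against 74.0 by chance, of which 112 changed in the same direction in both lines. The chance values for the fold threshold alone take every gene as equally likely to pass. Low genes passed more easily, with 844 genes past it in C18-4 cells without the filter against 41 with it. An overlap above these chance values therefore does not show a shared effect. Across the 10460 genes, the fold changes in the lines had a Pearson correlation of 0.040 (across genes, which are not independent replicates), and 51.7% of genes had the same sign in both.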

Enrichment analysis of those 27 genes showed that they play important roles in intracellular signaling transduction and the extracellular matrix (Fig. 9B). One of the genes, Phldb2, not only plays an important role in AChR aggregation in the postsynaptic membrane (Xie* et al.* 2019) but it is also involved in cell adhesion formation and extracellular matrix formation (Stehbens* et al.* 2014, Lim* et al.* 2016). Phldb2 interacts with CLASP and filamins during its involvement in focal adhesion and extracellular matrix turnover (Fig. 9C) (Su* et al.* 2012, Stehbens* et al.* 2014). 

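Phldb2 (Entrez gene 208177) lies on the minus strand of chromosome 16 from 45746243 to 45953598 in the GRCm38 annotation. In C18-4 cells its expression was 80.4 ± 2.68 RPKM with shNC and 54.9 ± 7.14 RPKM with shM5 (SD, n = 3). The log2 fold change was -0.56 (standard error 0.100, adjusted p = 0.0768 from limma). With the replicate block the adjusted p was 0.00251, and without shM5 replicate 3 the log2 fold change was -0.66 with an adjusted p of 0.0411. Over all settings the adjusted p lay between 2.26e-05, without replicate 3 of both groups, and 1.00, without replicate 1 of both groups. When adjusted over the list alone, for the 12 genes named by the paper that could be tested in these cells, Phldb2 had an adjusted p of 0.00898. The paper picked Phldb2 from genes changed in these same libraries, so this smaller adjustment does not allow for that choice. In TM4 cells Phldb2 was at 43.9 ± 12.1 RPKM with shNC and at 26.7 ± 2.06 RPKM with shM5 (SD, n = 3), a log2 fold change of -0.67 (standard error 0.216, adjusted p = 0.192 from limma). shNC replicate 3 had 29.94 RPKM against 50.25 and 51.37 RPKM in the other shNC libraries, and the shM5 libraries had 25.77, 25.34 and 29.11 RPKM. Without shNC replicate 3 the log2 fold change was -0.93 with an adjusted p of 1.47e-05, and over all settings the adjusted p lay between 1.49e-07, without replicate 3 of both groups, and 0.802, without replicate 1 of both groups. Without shNC replicate 3, 7433 of 11026 genes tested had an adjusted p below 0.05. Without replicate 3 of both groups it was 8016 of 11030, so a low value in these fits is not particular to Phldb2. All 3 shM5 libraries were lower than all 3 shNC libraries in both cell lines (exact permutation test, two-sided, p = 0.1 in each, the smallest p that 3 libraries against 3 allow). The change stayed under an absolute log2 ratio of 1 in every setting in both lines. It came nearest in TM4 cells without replicate 3 of both groups, at -0.99, where the change in C18-4 cells was -0.63. The fits with 2 libraries against 2 were chosen after the data were seen. A difference between the lines in this decrease was not detected (difference of log2 fold changes 0.12, standard error 0.251, adjusted p = 0.792 from limma on all 12 libraries).

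**Figure D4:**
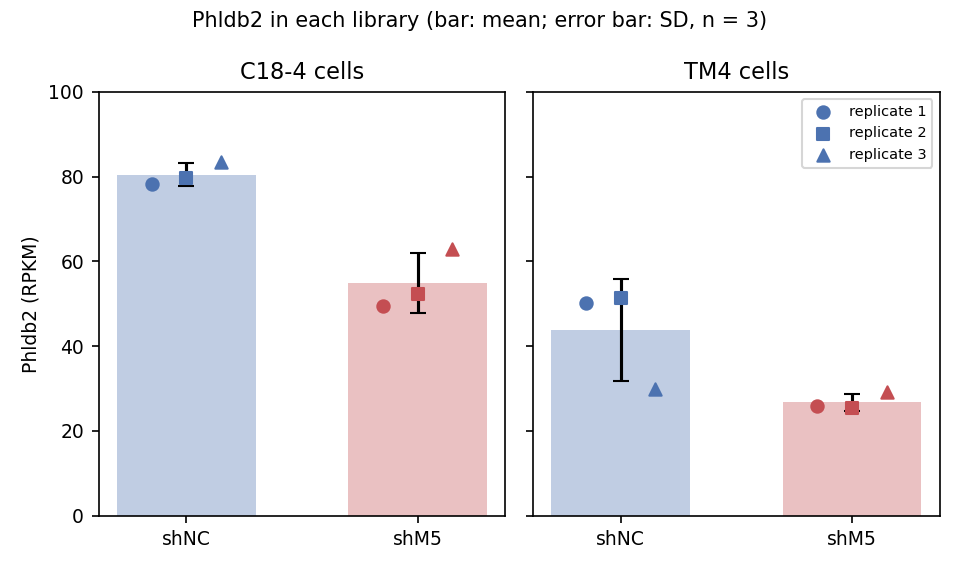
Phldb2 expression in RPKM (vertical axis) in each shNC (blue) and shM5 (red) library of C18-4 and TM4 cells, with bars for the group means, error bars for the SD (n = 3) and a marker shape for each replicate number. The shM5 libraries lie below the shNC libraries in both lines, and in TM4 cells shNC replicate 3, at 29.94 RPKM, lies just above shM5 replicate 3, at 29.11 RPKM.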

The expression of Phldb2 was decreased in both C18-4 and TM4 cells. Furthermore, the protein levels of PHLDB2 were significantly decreased by shM5 in C18-4 cells (Fig. 9D; Supplementary Fig. 8) and TM4 cells (Fig. 9E; Supplementary Fig. 8).

**Figure 9:**
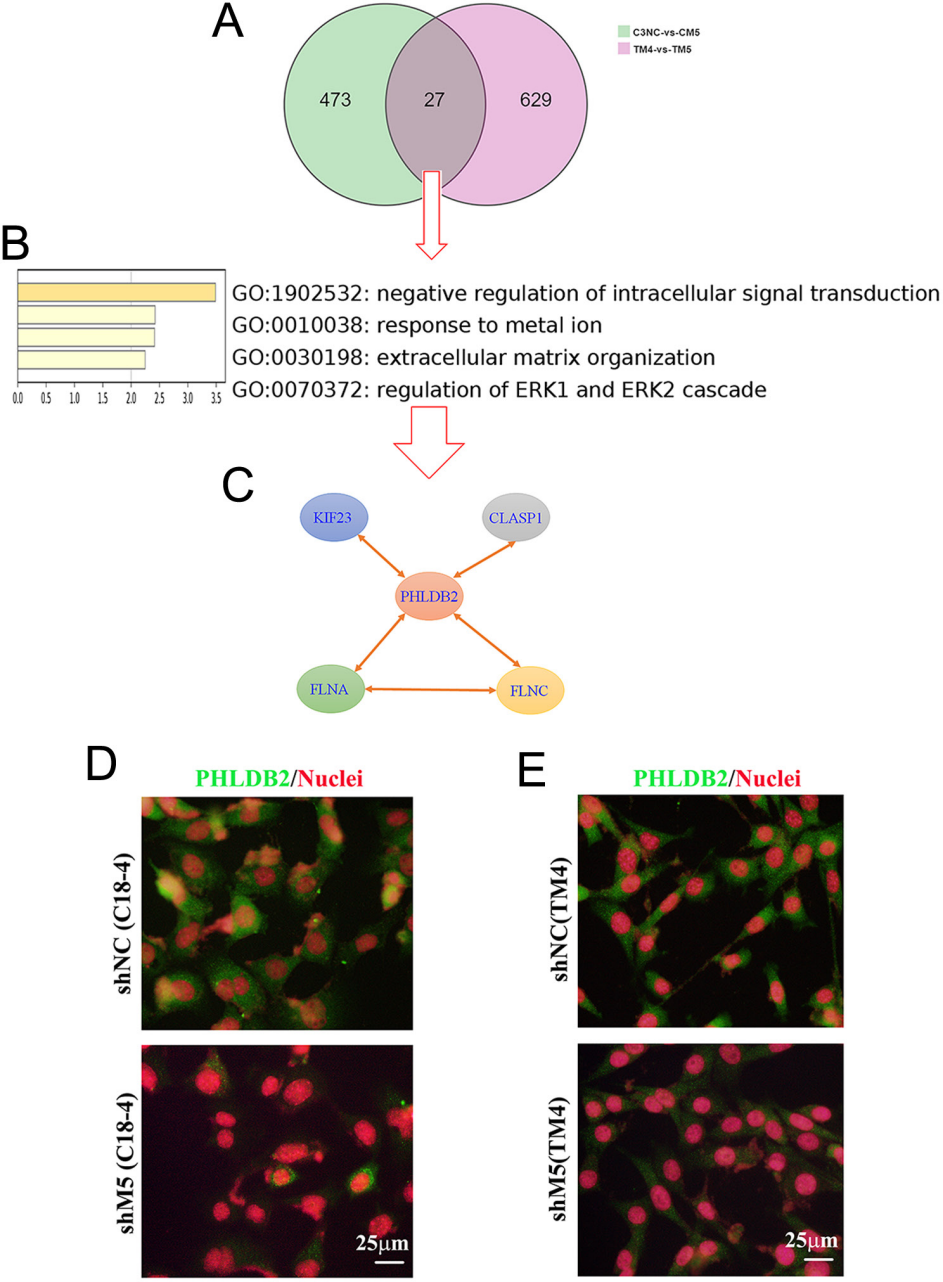
Phldb2 pathway involved in the disruption of the blood-testis barrier (BTB) and ectoplasmic specialization by knockdown M5 in C18-4 and TM4 cells *in vitro*. (A) Summary of gene expression after shM5 treatment in C18-4 and TM4 cells. (B) The enrichment data of the 27 genes (overlay in both C18-4 and TM4 cells) by Metascape online. (C) Gene network of the PHLDB2 signaling pathway. (D) Protein levels of PHLDB2 in C18-4 cells after shM5 treatment. Scale bar: 25 µm. (E) Protein levels of PHLDB2 in TM4 cells after shM5 treatment. Scale bar: 25 µm.

## Discussion

mAChRs include five subtypes (M1–M5) which are known to play various roles in the physiology and pathophysiology of different autocrine and neuronal systems. Activation of mAChRs is known to be involved in cell proliferation, differentiation, growth, and other functions in male reproductive systems. This activation could release EGF receptor ligands to bind to EGFR and could activate the extracellular signal-regulated kinase (ERK)1/2 pathway (Lucas* et al.* 2008) to stimulate Sertoli cell proliferation. However, there are currently no reports regarding the activation of mAChR on spermatogenesis. Although there are many similarities between M1, M3, and M5, their functions in mouse testes are very different. In the current investigation, we found that knockdown of M1 had some effect and knockdown of M3 had little effect on spermatogenesis, whereas M5 knockdown disrupted spermatogenesis and damaged the expression of proteins (claudin, occludin, Zonula occludens-1 (ZO-1), junctional adhesion molecules (JAM1), connexin 43 (Cx43), Cx37, E-cadherin, and catenin) in the blood–testis barrier (BTB) and ectoplasmic specializations (ES)).

Spermatogenesis is a choreographed process of diploid spermatogonia undergoing differentiation to produce haploid germ cells. During spermatogenesis, extensive remodeling at Sertoli cell–cell and Sertoli cell-germ cell interfaces takes place to accommodate the transport of developing germ cells across the BTB and adluminal compartment (Wen* et al.* 2018*b*). The BTB is made up of actin-based tight junctions (TJs) and gap junctions (GJs). The extracellular matrix (ECM) is involved in spermatogenesis by regulating the BTB since Sertoli cells are in physical contact with the basement membrane. Although the BTB plays vital role in the control of Sertoli cell–cell interactions, ES is a unique actin-rich AJ in the testes that regulates Sertoli cell-germ cell interactions. ES includes basal ES at the Sertoli cell–cell interface of the BTB, and the apical ES at the Sertoli–spermatid interface (Li* et al.* 2015). Actin-based cytoskeletons in Sertoli and germ cells play crucial roles in the regulation of homeostasis of the BTB and the cytoskeletal elements at the basal ES (Wen* et al.* 2018*a*). Even though there have been many recent reports that have highlighted the factors involved in the regulation of the BTB and ES (Li* et al.* 2015, Wen* et al.* 2018*a*), the intriguing cross-talk mechanism(s) between basal and apical ES are still not fully understood, because the restructuring of the BTB close to the basement membrane and the disruption of the apical tubulobulbar complex (TBC) at the luminal edge of the epithelium happen almost concurrently (Li* et al.* 2015). In the current investigation, we aimed to explore the underlying mechanisms regulating the basal and apical ES. We found that shM5 disrupted mouse spermatogenesis *in vivo* and damaged the actin-based cytoskeleton and many types of junction proteins in both Sertoli cells (TM4) and germ cells (C18-4). Claudin and occludin are major players in Sertoli cell TJs (McCabe* et al.* 2016). Cadherins, AJ transmembrane proteins, are reported to be present at the basal ES (Lee* et al.* 2003). Catenins and ZO-1, the peripheral adaptors of basal ES and TJs, are involved in the engagement/disengagement mechanism between basal ES and TJsto make the BTB one of the 'tightest' barriers in the mammalian body (Yan & Cheng 2005). Connexin 43, connexin 37, and JAMs have also been found to play important roles in cell–cell junctions (Zhang & Lui 2015, Li* et al.* 2016). In the current investigation, claudin, occludin, ZO-1, JAM1 Cx43, Cx37, E-cadherin, and catenin were found to be decreased by shM5 in spermatogonial cells (C18-4) and Sertoli cells (TM4). Our data suggested that M5 may be involved in ES and BTB restructuring to regulate spermatogenesis.

Phldb2 (pleckstrin homology-like domain, family B, member 2) is a PH domain-containing protein that is highly sensitive to phosphatidylinositol 3,4,5-triphosphate (PIP3) as well as PIP2 (Xie* et al.* 2019). Phldb2 plays important role in AChR aggregation in the postsynaptic membrane (Xie* et al.* 2019). Moreover, Phldb2 can associate with CLIP-associating proteins (CLASPs), Prickle 1, and Liprin α1 to be involved in focal adhesion disassembly and cell polarization and migration (Astro* et al.* 2014, Lansbergen* et al.* 2006, Lim* et al.* 2016). Podosomes are actin-rich, dynamic structures capable of remodeling the extracellular matrix (ECM) and have been found in many types of cells such as osteoclasts, macrophages, and epithelial cells. Podosomes present around AChR aggregates are called 'synaptic podosome' (Proszynski & Sanes 2013). The cytoskeleton- and membrane-associated protein Phldb2 is known to be one of the key components of synaptic podosomes, and its upset perturbs AChR clustering in cultured myotubes (Kishi* et al.* 2005). In the current study, we found that shM5 decreased Phldb2 expression in both germ cells and Sertoli cells. Therefore, Phldb2 may regulate the cytoskeleton (actin) and other junctional proteins (claudin, occludin, Cx43, ZO-1, cadherin, and catenin) to control BTB and ES formation that in turn affect spermatogenesis. Since Phldb2 interacts with AChR, the mAChR M5 knockdown may upset Phldb2 and disrupt the BTB and ES to damage spermatogenesis.

In summary, our investigation has elucidated a novel role for mAChR M5 in the regulation of spermatogenesis through Phldb2 regulation of the BTB and ES. Further studies on the cross-talk between M5 and Phldb2, and among Phldb2, BTB, and ES will shed light on our understanding of the mechanisms of M5 in the regulation of the BTB/ES and spermatogenesis.

## Supplementary Material

Supplemental Fig. 1 Structure of the lentivirus vector used in this study and its production protocol for subsequent infection of cells and animals.

Supplemental Fig. 2 Protein expression of muscarinic acetylcholine receptors (mAChRs) M1, M3, and M5 in mouse testes at the age of 1, 2, 3, and 6 weeks. Scale bar: 25 μm.

Supplemental Fig. 3 Quantitative data for IHF and WB of mouse testis samples. A Quantitative data for IHF of mouse testis samples (for M5 detection). B Quantitative data for WB of mouse testis samples (for M5 detection). (n=6/group). Data are presented as mean ± SEM. a, b indicate a significant difference among different treatments (p < 0.05).

Supplemental Fig. 4 Gene expression in mouse testes after M1 knockdown by short hairpin RNA (shRNA) in vivo. A Gene expression heatmap of mouse testis samples after M1 shRNA treatment for 10 days. B PCA analysis for the gene expression of mouse testes. C GO enrichment analysis of the genes decreased by shM1 treatment in mouse testes. D GO enrichment analysis of the genes increased by shM1 treatment in mouse testes. E KEGG enrichment analysis of the genes decreased by shM1 treatment in mouse testes. F KEGG enrichment analysis of the genes increased by shM1 treatment in mouse testes.

Supplemental Fig. 5 Gene expression in mouse testes after M3 knockdown by short hairpin RNA (shRNA) in vivo. A Gene expression heatmap of mouse testis samples after M3 shRNA treatment for 10 days. B PCA analysis for the gene expression of mouse testes. C GO enrichment analysis of the genes decreased by shM3 treatment in mouse testes. D GO enrichment analysis of the genes increased by shM3 treatment in mouse testes. E KEGG enrichment analysis of the genes decreased by shM3 treatment in mouse testes. F KEGG enrichment analysis of the genes increased by shM3 treatment in mouse testes.

Supplemental Fig. 6 Quantitative data for WB of mouse testis samples. A Quantitative data for WB of mouse testis samples for the detection of PGK2. B Quantitative data for WB of mouse testis samples for the detection of TP1. C Quantitative data for WB of mouse testis samples for the detection of CREM. D Quantitative data for WB of mouse testis samples for the detection of p-FSCN1. E Quantitative data for WB of mouse testis samples for the detection of occludin. (n=6/group). Data are presented as mean ± SEM. a, b indicate a significant difference among different treatments (p < 0.05).

Supplemental Fig. 7 The data summary of increased gene in C18-4 and TM4 cells after shM5 treatment in vitro. A Reactome enrichment analysis of the genes increased by shM5 treatment in C18-4 cells. B GO enrichment analysis of the genes increased by shM5 treatment in C18-4 cells. C Reactome enrichment analysis of the genes increased by shM5 treatment in TM4 cells. D GO enrichment analysis of the genes increased by shM5 treatment in TM4 cells.

Supplemental Fig. 8 Quantitative data for IHF of C18-4 and TM4 cell samples. A Quantitative data for IHF of C18-4 and TM4 cell samples for the detection of occludin. B Quantitative data for IHF of C18-4 and TM4 cell samples for the detection of claudin. C Quantitative data for IHF of C18-4 and TM4 cell samples for the detection of E-cad (E-cadherin). D Quantitative data for IHF of C18-4 and TM4 cell samples for the detection of ZO-1. E Quantitative data for IHF of C18-4 and TM4 cell samples for the detection of catenin. F Quantitative data for IHF of C18-4 and TM4 cell samples for the detection of Cx43. G Quantitative data for IHF of C18-4 and TM4 cell samples for the detection of Cx37. H Quantitative data for IHF of C18-4 and TM4 cell samples for the detection of JAM1.I Quantitative data for IHF of C18-4 and TM4 cell samples for the detection of Phldb2. (n=6 times). Data are presented as mean ± SEM. a, b, c, d indicate a significant difference among different treatments (p < 0.05).

Supplemental Table 1. Primary antibodies information.

## Declaration of interest

The authors declare that there is no conflict of interest that could be perceived as prejudicing the impartiality of the research reported.

## Funding

This study was supported by the National Natural Science Foundation of China http://dx.doi.org/10.13039/501100001809 (32070536 and 31772408), and High-level Personnel Scientific Research Fund of Qingdao Agricultural University http://dx.doi.org/10.13039/100012900 (6651117004 to QS).

## Ethics approval

All procedures involving live mice were performed in accordance with the NIH Guide for the Care and Use of Laboratory Animals and the protocols approved by the Qingdao Agricultural University Animal Care and Use Committee. ICR mice were used in this investigation.

## Data availability

Source data associated with Figs 3, 5, and 6 can be accessed through GEO: GSE137628 and GSE142618. All data are reported in the main text and supplementary materials and are available from the corresponding author upon request.

## Author contribution statement

Y Z conceived and designed the study. X H and P Z performed animal experiments and RNA-seq data analysis. C Z, and B X performed histological analyses and IHF and WB. S Y and Z G performed the cell experiments. W S and H Z did the data analysis and help with the manuscript preparation. YZ prepared the manuscript with input from co-authors. All authors read and approved the final manuscript.

# Supplementary material for: Muscarinic acetylcholine receptor M5 is involved in spermatogenesis through the modification of cell–cell junctions
**Source:** Reproduction. 2021 May 10;162(1):47–59. doi: 10.1530/REP-21-0079
**Supplement:** Supplemental Table 1. Primary antibodies information.

**Table S1.** Primary antibody information

| Gene symbol | Name                                                             | Cat. #    | Predicted size | Source (Animal)     | Company                                |
|-------------|------------------------------------------------------------------|-----------|----------------|---------------------|----------------------------------------|
| GAPDH       | Glyceraldehyde-3-phosphate dehydrogenase                         | sc-48166  | 37kd           | Goat (polyclonal)   | Santa Cruz Biotechnology, Inc.         |
| PHLDB2      | Pleckstrin Homology Like Domain Family B Member 2                | Ab234885  | 142kDa         | Rabbit (polyclonal) | Abcam                                  |
| M1          | Anti-Muscarinic Acetylcholine Receptor 1                         | Ab-180636 | 51kDa          | Rabbit              | Abcam                                  |
| M3          | Anti-Muscarinic Acetylcholine Receptor M3                        | Ab-126168 | 66kDa          | Rabbit              | Abcam                                  |
| M5          | Anti-Muscarinic Acetylcholine Receptor M5                        | Ab-186830 | 60kDa          | Rabbit              | Abcam                                  |
| SOX9        | SRY (sex-determining region Y)-box 9 protein                     | AB5535    | 65kDa          | Rabbit (polyclonal) | Merck Millipore                        |
| TNP1(TP1)   | Transition protein-1                                             | ab73135   |                | Rabbit (polyclonal) | Abcam                                  |
| p-FSCN1     | Fascin homolog 1 actin bundling protein (phospho S39)            | bs-0772R  | 55kd           | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| CREM        | cAMP response element modulator                                  | D152356   | 39kd           | Rabbit (polyclonal) | Sangon Biotech (Shanghai) Co., Ltd.    |
| Cx37        | Connexin37                                                       | bs-4067R  | 37kDa          | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| Cx43        | Connexin 43                                                      | bs-0651R  | 42kDa          | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| JAM1        | Junction adhesion molecule 1                                     | bs-3651R  | 30kDa          | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| PGK2        | Anti-PGK2 rabbit polyclonal antibody                             | D121803   | 45kDa          | Rabbit (polyclonal) | Sangon Biotech .                       |
| E-cadherin  | Anti-E Cadherin                                                  | ab11512   |                | rat                 | Abcam                                  |
| Occludin    | Rabbit Anti-Occludin antibody                                    | bs-10011R | 59kDa          | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| Claudin-11  | Rabbit Anti-Claudin 11/Oligodendrocyte Specific Protein antibody | bs-2183R  | 22kDa          | Rabbit (polyclonal) | Beijing Biosynthesis Biotechnology CO. |
| Catenin     | Recombinant Anti-delta 1 Catenin/CAS antibody                    | Ab-92514  | 108kDa         | Rabbit              | Abcam                                  |
| Zo-1        | ZO1 tight junction protein                                       | Ab-190085 | 191kDa         | Goat                | Abcam                                  |

How the deposited data were processed for this re-analysis (not part of the article)

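RNA-seq libraries of the mouse spermatogonial stem cell line C18-4 and the mouse Sertoli cell line TM4 were analysed, with 3 libraries of shM5-treated cells and 3 libraries of shNC-treated cells in each line, 12 libraries in all. Group and replicate number were taken from the sample descriptions, and every column of values was matched to 1 library by its name. The testis libraries of the paper were not used here.

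The authors enriched mRNA with oligo(dT) beads, sequenced it on an Illumina HiSeq, mapped the reads to reference genes with SOAPaligner, and counted the reads on each gene. The deposited values are RPKM, which the authors computed from these reads for gene length and library size and wrote with 2 decimals for 17995 genes. The methods describe both RPKM and FPKM. The deposited values are described as RPKM and were used as such. The design written beforehand provided for counts as well as for values of this kind, and the tests for the latter were used. The paper's text gives neither the genome build nor the annotation version. The authors tested differences with the MARS method of DEGseq, at an FDR of at most 0.001 and an absolute log2 ratio of at least 1. RPKM keeps no read numbers, so the sampling error of a value is not known, and a method that needs reads could not be applied. The value of 1 read was read from the steps between low values of 74 genes. It differed little between libraries, with relative values from 0.984 to 1.012. These genes were chosen for values near multiples of a common step, so the check cannot exclude a difference in depth.

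Each line was analysed on its own with limma (version 3.58.1, R 4.3.3). log2(RPKM + 0.1) was fitted for genes with a mean of at least 0.5 RPKM over the 6 libraries, 11611 genes in C18-4 cells and 11016 genes in TM4 cells, with eBayes and a mean-variance trend. p-values were adjusted by the Benjamini-Hochberg method, and the threshold was that of the paper. No library was left out and no block was used. The difference between the lines was tested as an interaction in 1 fit of all 12 libraries, over 11773 genes. The overlap of the lines was tested with Fisher's exact test over 10460 genes tested in both. Principal components were computed from RPKM scaled to unit variance, and the separation of the groups on PC1 and PC2 was compared over the 10 splits of 6 libraries into 3 and 3. With 10 splits no share can be under 0.1.

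The text names the genes of a list, written beforehand, of those that the paper names for the cell lines or as a junction, target or Phldb2-network protein. These were 22 genes, of which 20 had values, 12 could be tested in C18-4 cells and 13 in TM4 cells. Tnp1 and Pgk2 were not analysed here. The list left out Prickle1 and Ppfia1, the genes of Prickle 1 and Liprin α1, which the paper names as partners of Phldb2 in its discussion. By the same rule it names, for each line and direction, the 5 genes with the largest fold change past the threshold whose groups did not overlap and whose mean was at least 5 RPKM, and up to 10 genes past the threshold in both lines. No gene met these last criteria. Any other gene was chosen after its values were seen.

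The GO, Reactome and KEGG tables were not used here. In their place, 9 lists were written from gene symbols, for the extracellular matrix, cell adhesion, MAPK signalling, PI3K-Akt-mTOR signalling, aminoacyl-tRNA synthetases, ribosome biogenesis, ATF4 targets, the interferon response and the actin cytoskeleton. They were tested with camera of limma at an inter-gene correlation of 0.01, with adjustment over the 9 lists, and with fry and an estimated correlation as alternatives.

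Gene positions, transcripts and 3′ UTRs were taken from the GENCODE M21 annotation of GRCm38. A table of mouse gene names held 17874 of the 17995 gene identifiers, and 121 were not matched. The shRNA sequences were matched to all transcripts with up to 3 mismatches. For near matches, the median fold change was ranked among 10000 random lists of the same size and expression. For seed matches, 7-mers present in the 3′ UTRs of at least 50 tested genes were compared with 7-mers of the same GC content. Matching and ranking were done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

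The limma step was tested on simulated data made from the means and spread of the real libraries, with 200 genes changed. Every planted change was an absolute log2 change of at least 2, and the noise was drawn independently for each library. At an FDR of 0.001 it recovered 78.5% of these in C18-4 cells (11611 genes) and 73% in TM4 cells (11016 genes), with 0 wrong calls in each. At an FDR of 0.05 it recovered 98% and 94%, with 2 and 6 wrong calls. The seed step recovered a planted shift of -0.3 as -0.28 over 11345 genes and -0.30 over 10806 genes. The differences seen for the shM5 seeds were far smaller, between -0.032 and -0.011, and recovery of shifts of that size was not tested.

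Libraries of C18-4 cells with the same replicate number deviated together from their group means, with correlations across genes of 0.439, 0.409 and 0.631 for replicates 1, 2 and 3. Libraries numbered 1 and 2 in different groups correlated nearly as much, at 0.341 and 0.345, and replicate 3 went against both, at -0.514 to -0.467, so the pairing lies mainly in replicate 3. The pairing of these libraries comes from their replicate numbers and this check, and not from a statement in the paper.

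These alternatives were chosen before the data were examined: a pseudocount of 1, no filter, a minimum mean of 1 RPKM, quantile normalization, scaling to the same median, the replicate block, all 12 libraries in 1 fit, an adjusted p below 0.05 with and without the fold threshold, the fold threshold alone, the other set tests, other inputs to the principal components, and leaving out each library. Fits that left out 1 replicate number from both groups, the block together with the adjusted p below 0.05 and the fold threshold, the fold threshold without the filter, and the repeats of the overlap and of the difference between the lines were chosen after the data were seen.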

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

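The repeats that left out each library in turn were chosen only after the difference between the cell lines was seen. The interaction test and the lists were not.

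The effect of shM5 differed between C18-4 and TM4 cells for 12 genes with an adjusted p below 0.05 in the interaction test of limma, of 11773 genes tested, and 2463 genes had an unadjusted p below 0.05. The smallest adjusted p was 0.0299. No gene passed the paper's threshold for the difference, and in 100 of 100 splits of the libraries drawn, the real one included, as many genes (0) did, so this count separates nothing. The block left 2 genes with an adjusted p below 0.05. The number of 12 depended on nearly every library. It rose to 4477 without TM4 shNC replicate 3, with 552 genes past the paper's threshold, and to 31 without C18-4 shNC replicate 3. It was 1, 2, 1 and 4 without C18-4 shNC replicate 1, shNC replicate 2, shM5 replicate 2 and shM5 replicate 3, and 0 without C18-4 shM5 replicate 1 or any of the other 5 TM4 libraries, where between 1263 and 1959 genes had an unadjusted p below 0.05. A difference that the design names, between a germ cell line and a Sertoli cell line, stays open and was not tested apart from differences between the cultures.

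Of the 9 lists, 5 differed in their response between the lines in camera. The mean log2 fold change with shM5 was higher in C18-4 than in TM4 cells for the ATF4 targets (by 1.19, adjusted p = 7.32e-07), the interferon response (by 1.14, adjusted p = 0.000684), the aminoacyl-tRNA synthetases (by 0.50, adjusted p = 1.05e-05) and ribosome biogenesis (by 0.36, adjusted p = 9.71e-08), and lower for the extracellular matrix (difference -0.35, adjusted p = 0.000182). In the fit with the block the adjusted p of all 5 lay between 1.95e-08 and 0.000558. None of the 5 held under fry, where the lowest adjusted p was 0.173, or with an estimated correlation, where it was 0.548.

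In the values per library, shNC replicates 1 and 2 of TM4 cells stood apart. The ATF4 targets had a mean of 1.28 and 1.27 in these libraries, relative to the mean of the 6 TM4 libraries on the log2 scale, -0.54 in shNC replicate 3, and -0.68, -0.66 and -0.67 in shM5 replicates 1, 2 and 3. Without TM4 shNC replicate 3 the differences grew to 1.79 for the ATF4 targets (adjusted p = 1.03e-09), 2.03 for the interferon response (3.60e-07), 0.72 for the synthetases (4.82e-08), 0.50 for ribosome biogenesis (1.03e-09) and -0.41 for the extracellular matrix (0.00284). That of the interferon response fell to 0.70 without TM4 shNC replicate 1 (0.0125) or shNC replicate 2 (0.0124) and to 0.65 without TM4 shM5 replicate 3 (0.0276). A technical difference between the TM4 cultures or libraries and an effect of shM5 cannot be told apart here, since the tests that allow for correlation within a list did not pass, and since the ATF4 list alone (camera in TM4 cells, adjusted p = 2.62e-09) does not say what set shNC replicates 1 and 2 apart.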

How the results depend on the processing

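The fits that left out 1 replicate number from both groups, the fold threshold without a filter or on 4 libraries, the replicate block with an adjusted p below 0.05, and the repeats of the overlap were chosen after seeing the data. Of 702 values recomputed under an alternative, 592 kept their direction and their side of the threshold or stayed within 1.5 times the count. Of the others, 21 became weaker, 24 became stronger, 26 changed direction and 39 counts moved.

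The numbers of genes past the threshold in C18-4 cells, 0 increased and 0 decreased with 1425 at an unadjusted p below 0.05, were also 0 and 0 with no filter, the stricter filter, a pseudocount of 1, quantile normalization, scaling to the same median and all 12 libraries in 1 fit, where between 1266 and 1720 genes had an unadjusted p below 0.05. The replicate block gave 2 increased and 7 decreased genes, an adjusted p below 0.05 with the fold threshold 6 and 17, and without it 34 and 34. The block with an adjusted p below 0.05 and the fold threshold gave 20 and 58. The fold threshold alone gave 27 and 59, and 435 and 689 with no filter. Across the 9 fits that left out a library or a replicate number, the increased genes ranged from 0 to 24 and the decreased genes from 0 to 30, and the highest values came without replicate 3 of both groups. The fold threshold alone gave 22 and 82 genes without replicate 1 of both groups, 21 and 64 without replicate 2, and 45 and 69 without replicate 3. The block and the threshold account for these changes by construction, and the cause of the effect of replicate 3 was not tested.

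In TM4 cells the numbers were 0 and 0, with 2866 genes at an unadjusted p below 0.05. They were also 0 and 0 under the same settings, where between 2778 and 4100 genes had an unadjusted p below 0.05, and at an adjusted p below 0.05 with and without the fold threshold. The correlations of the deviations of same-numbered TM4 libraries were 0.0729, 0.0489 and 0.127 for replicates 1, 2 and 3, so the numbers do not pair all 3, although replicate 3 of the groups lay together on PC2 (57.4 and 62.4). The fit with the replicate block gave 0 genes past the threshold in TM4 cells, with 2568 genes at an unadjusted p below 0.05 and a smallest adjusted p of 0.211. The same 6 lists had an adjusted p below 0.05 from camera as without the block, and that of the interferon response was 4.21e-11, with 15 of its 20 genes under 0.05 when adjusted over the list alone, against 0 without the block. The fold threshold alone gave 62 increased and 271 decreased genes, and 556 and 872 with no filter. Across the 9 fits that left out a library or a replicate number, the increased genes ranged from 0 to 528 and the decreased genes from 0 to 493. The numbers were above 0 only without shNC replicate 3, at 458 and 438, and without replicate 3 of both groups, at 528 and 493. The fold threshold alone gave 15 and 191 genes without replicate 1 of both groups, 17 and 194 without replicate 2, and 576 and 526 without replicate 3.

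The number of genes changed in both lines was 0 under all alternatives but 3. It was 5 with the fold threshold alone, 226 with that threshold and no filter, and 7 without replicate 3 of all groups, the highest of the 15 fits that left out libraries, which ranged from 0 to 7. The number of genes past the threshold for the difference between the lines was 0, with 2463 at an unadjusted p below 0.05. It was 12 at an adjusted p below 0.05, 0 with the block, and from 0 to 552 across the 12 fits that each left out 1 library, where only the fit without TM4 shNC replicate 3 gave more than 0.

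Phldb2 was lower with shM5 under all alternatives. In C18-4 cells the log2 fold change passed an adjusted p of 0.05 with scaling to the same median (-0.56, adjusted p = 0.0460) and with the block (-0.56, adjusted p = 0.00251), and it ranged from -0.66 without shM5 replicate 3 to -0.48 without shM5 replicate 1. In TM4 cells it ranged from -0.99 without replicate 3 of both groups to -0.50 without replicate 2 of both groups. Chrm5 stayed at or near 0 RPKM, with differences between group means from -0.005 to 0 RPKM in the fits that each left out 1 library.

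Of the lists behind the paper's conclusions, the adjusted p for the extracellular matrix in C18-4 cells ranged from 0.262 without shNC replicate 1 to 0.953 without shM5 replicate 3, where the direction turned. That for cell adhesion ranged from 0.0395 without shM5 replicate 3 to 0.512 without shM5 replicate 2. In TM4 cells it ranged from 0.381 to 0.541 for cell adhesion, from 0.506 to 0.846 for MAPK signalling and from 0.848 to 0.975 for PI3K-Akt-mTOR signalling when 1 library was left out. The direction turned under fry for MAPK signalling (0.711) and PI3K-Akt-mTOR signalling (0.378), and for the latter also with the block (0.985) and quantile normalization (0.998), with no call in any of these. The mean changes of these lists lay near 0, and the cause was not tested.

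The ratio of distances between and within groups on the principal components ranged from 1.04 to 1.75 in C18-4 cells and from 0.847 to 2.28 in TM4 cells when 1 replicate number was left out, and was highest without replicate 3. Without replicates 1 and 2 it was 1.05 and 1.04 in C18-4 cells, where another split gave a higher ratio, and 0.847 and 0.848 in TM4 cells. On the log2 scale, or with genes of a mean of at least 1 RPKM, the real split kept the highest ratio in both lines.

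Single genes named by the paper gave 299 values, of which 275 were as before, 13 became stronger and 11 changed direction. The log2 fold changes that turned did so when 1 library was left out, and the cause was not tested. In C18-4 cells they ranged from -0.044 to 0.11 for Clasp1, from -0.090 to 0.016 for Clasp2, from -0.33 to 0.033 for Kif23, from -0.53 to 0.28 for Gja1 and from -0.0082 to 0.35 for Crem, and in TM4 cells from -0.21 to 0.078 for Sox9. The block gave an adjusted p below 0.05 for Flna, Flnc and Fscn1 in C18-4 cells, and without shNC replicate 3 10 more genes passed in TM4 cells. The other lists gave 156 values, of which 125 were as before, 19 became weaker, 4 became stronger and 8 changed direction. In C18-4 cells the direction of the MAPK list turned under fry (0.949) and with the block (0.929), and its adjusted p ranged from 0.540 to 0.953 when 1 library was left out. That of ribosome biogenesis ranged from 5.12e-05, lower with shM5 without shNC replicate 3, to 0.856 without shM5 replicate 2, and was 0.0408 without shNC replicate 1, where the list was higher with shM5. That of the interferon response ranged from 0.00464 without shM5 replicate 3 to 0.856 without shM5 replicate 2, and that of the ATF4 targets from 0.00464 without shM5 replicate 3 to 0.897 without shM5 replicate 2. Besides the changes given here and the ATF4 targets in C18-4 cells (0.00830), the block changed no other call on a named gene or set test in that line. It raised the number of genes with an adjusted p below 0.05 over the list alone from 2 to 24 for the actin cytoskeleton, from 3 to 23 for MAPK signalling, from 0 to 6 for the interferon response and from 0 to 6 for the ATF4 targets.

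Alternatives that need read counts were not run: the size factors and test of DESeq2, RLE normalization, and a test on pooled reads in the manner of the MARS method. The number of reads behind each value is not known, so the sampling error of low genes such as Chrm5 could not be set apart from the spread between libraries.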

Differences from the paper's values

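In C18-4 cells the paper reports 239 increased and 261 decreased genes, against 0 and 0 here at the same threshold, with 1425 genes at an unadjusted p below 0.05. None of the alternatives set before the data were examined closed the gap. The replicate block gave 2 and 7 genes, an adjusted p below 0.05 with the fold threshold 6 and 17, without the fold threshold 34 and 34, and the fold threshold alone 27 and 59. Of the alternatives chosen after seeing the values, the block with an adjusted p below 0.05 and the fold threshold gave 20 and 58, the fits without replicate 3 of both groups 24 and 30, and the fold threshold with no filter 435 and 689. The first 2 lay below and the last above the paper's values, and none came within 1.5 times of them.

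In TM4 cells the paper reports 90 increased and 566 decreased genes, against 0 and 0 here, with 2866 genes at an unadjusted p below 0.05. For the increased genes, 1 alternative set before the data were examined was within 1.5 times the paper's value, the fold threshold alone with 62 genes, and the others were not. For the decreased genes, 1 such alternative was, the fit without TM4 shNC replicate 3 with 438 genes, and the others were not, including the fold threshold alone with 271 genes. No setting was within 1.5 times of both numbers, since the fit without TM4 shNC replicate 3 gave 458 increased genes. That fit at an adjusted p below 0.05 with the fold threshold gave 524 increased and 511 decreased genes. The fits without replicate 3 of both groups, chosen after seeing the values, gave 528 increased and 493 decreased genes, and the fold threshold alone on these 4 libraries, also chosen after seeing the values, gave 576 and 526. The fold threshold with no filter, chosen after seeing the values, gave 556 and 872.

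The paper reports 27 genes changed in both lines, against 0 here, and none of the alternatives set before the data were examined closed the gap, as all gave 0. Of the alternatives chosen after seeing the values, the fold threshold alone gave 5 genes, the fits without replicate 3 of all groups 7, and the fold threshold with no filter 226.

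The paper counts Phldb2 among the genes that were changed in both lines. It was lower with shM5 in both here, but its largest change over all settings was -0.66 in C18-4 cells and -0.99 in TM4 cells, so it did not pass the fold threshold in any setting. It had an adjusted p below 0.05 in C18-4 cells with the replicate block (0.00251), with scaling to the same median (0.0460), without shM5 replicate 3 (0.0411) and without replicate 3 of both groups (2.26e-05), and in TM4 cells without shNC replicate 3 (1.47e-05) and without replicate 3 of both groups (1.49e-07). In these 2 TM4 fits most genes tested had an adjusted p below 0.05, 7433 of 11026 and 8016 of 11030.

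The paper states that shNC and shM5 were clearly separated in TM4 cells and shows 2 libraries of each group in Fig. 7C. Over all 6 libraries, shNC replicate 3 lay next to the shM5 libraries on PC1, at -61.1 against -72.2 to -65.3. In Fig. 7B, too, the column of this library is joined to that of shM5 replicate 3. Without replicate 3 of both groups the ratio of distances between and within groups was 2.28, the largest of the 3 splits of those 4 libraries.

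The paper finds matrix and adhesion pathways among the genes decreased in C18-4 cells, and MAPK and PI3K-AKT pathways among those decreased in TM4 cells. As sets, none of the lists written for these shifted here, with adjusted p-values from camera of 0.458, 0.228, 0.616 and 0.921. Of the adhesion list, 36 of 55 genes were higher with shM5 in C18-4 cells, and without shM5 replicate 3 this upward shift had an adjusted p of 0.0395. Matrix genes were more frequent than by chance among the C18-4 genes decreased by the fold threshold alone, and PI3K-Akt-mTOR genes among those of TM4 cells, with adjusted p-values of 0.00583 and 0.0112 from Fisher's exact test. Of the 6 PI3K-Akt-mTOR genes, 3 were ATF4 targets too, and without the genes shared by both lists 3 were left against 1.32 by chance (Fisher's exact test, one-sided, p = 0.145).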

Other observations

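The tests on TM4 shNC replicate 3, the splits at an adjusted p below 0.05, the splits with the block, the splits for the overlap, the splits for the lists called by camera, the comparisons with Fisher's exact test and the seed test with each library left out were chosen only after the result was seen. For the interferon, ATF4 and seed tests the rule for reading them was made stricter after the values were seen, by requiring fry beside camera and by allowing for 3 seeds per line.

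In TM4 cells shNC replicate 3 lay nearer the shM5 libraries than the other shNC libraries. Its mean root mean square difference was 0.641 on the log2 scale from shNC replicates 1 and 2 and 0.237 from the shM5 libraries, which differed from each other by 0.246 on average. The tables argue against 3 technical explanations as the whole cause. The ratio of the first to the second distance, 2.70, was 2.75 after quantile normalization, 2.70 after a trend on GC content and transcript length was removed from each library, and 2.68 without the 500 genes of the highest mean. The value of 1 read spanned only 2.57% over the 6 TM4 libraries. The genes behind it were chosen for a common step, so this cannot exclude a difference in depth. A swap with a TM4 shM5 library is argued against too, since it would put a library named shM5 beside shNC replicates 1 and 2. All 3 shM5 libraries lay between 0.662 and 0.677 from these, which differed from each other by 0.189. A mislabelled library that was not exchanged in this way stays open. Its distance to the shM5 libraries was 0.966 times the mean distance among them, as a further shM5 library would have. Chrm5 is listed at 0 RPKM in nearly all libraries and cannot check the label. A knockdown that failed to differ from this shNC culture would give the same values, and a culture difference that sets shNC replicates 1 and 2 apart from the other 4 libraries is not excluded either.

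Splits of the 6 libraries of each line into 3 and 3 were compared with the real one. In C18-4 cells only the real split gave as many genes with an adjusted p below 0.05 (1 of 10), with 68 genes against 0 or 1, although other splits gave up to 1907 genes at an unadjusted p below 0.05. In the fit with the block, 1 of the 4 splits that part every same-numbered pair gave as many genes past the paper's threshold, the real one with 9 genes, and the other 3 gave 0. At an adjusted p below 0.05, too, 1 of the 4 did, the real one with 1386 genes, and the other 3, which each exchange the labels of 1 pair, gave 0. The real split thus stood apart in C18-4 cells as far as these numbers of splits can show. Since 10 or 4 splits cannot give a share under 0.05, a difference by chance is not excluded. At the paper's threshold without the block, 10 of 10 splits gave as many genes (0) in C18-4 cells and 10 of 10 did in TM4 cells. At an adjusted p below 0.05, 10 of 10 did in TM4 cells. For the overlap between the lines, 100 of 100 pairs of splits gave as many genes (0). No split can give fewer than 0 genes, so these last comparisons say nothing. A set test as strong as the real one came from 7 of 10 splits for the extracellular matrix list and 2 of 10 for the cell adhesion list in C18-4 cells, and in TM4 cells from 5 of 10 for cell adhesion, 5 of 10 for MAPK signalling and 9 of 10 for PI3K-Akt-mTOR signalling.

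Lower ATF4 activity with shM5 is a hypothesis for TM4 cells. All 23 ATF4 targets tested were lower with shM5 (mean log2 fold change -1.34, adjusted p = 2.62e-09 from camera), and so were 17 of 20 aminoacyl-tRNA synthetases (-0.47, adjusted p = 5.79e-05) and 55 of 64 ribosome biogenesis genes (-0.35, adjusted p = 2.62e-09). Of the ATF4 targets, 20 had an adjusted p below 0.05 when adjusted over the list alone and 0 when adjusted over all genes tested. By the fold threshold alone 17 of the 23 were among the 271 decreased genes, against 0.566 by chance (Fisher's exact test, one-sided, adjusted p = 2.14e-22). None of these lists held under fry, where the lowest adjusted p of the 9 lists was 0.204, or with an estimated correlation, where it was 0.548. A set test as strong came from 1 of 10 splits of the 6 libraries for the ATF4 targets, the real one, and from 2 of 10 each for the synthetases and ribosome biogenesis. The shift rests on shNC replicates 1 and 2. When shNC replicate 3 was left out it grew to -1.94 for the ATF4 targets (adjusted p = 1.69e-14), -0.69 for the synthetases (1.87e-07) and -0.49 for ribosome biogenesis (1.29e-09). Stress or nutrient supply in those cultures may set them apart, and this cannot be told apart from an effect of shM5, since shNC replicate 3 went with the shM5 libraries. The paper reports enrichment of aminoacyl-tRNA and ribosome biogenesis pathways in Fig. 7E.

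A response to virus or shRNA was tested with the interferon list. In TM4 cells all 20 genes were lower with shM5 (mean log2 fold change -1.29, adjusted p = 0.000439 from camera), and 0 had an adjusted p below 0.05 when adjusted over the list alone (1 had an unadjusted p below 0.05). By the fold threshold alone 13 of the 20 were decreased, against 0.492 by chance (Fisher's exact test, one-sided, adjusted p = 2.72e-16). A set test as strong came from 5 of 10 splits. The list held under neither fry nor an estimated correlation, so the test leaves this open. The libraries went apart within the groups. Relative to the mean of the 6 TM4 libraries the list was at 1.53 and 1.53 in shNC replicates 1 and 2, at -1.13 in shNC replicate 3, at -0.16 and -0.14 in shM5 replicates 1 and 2 and at -1.63 in shM5 replicate 3, on the log2 scale. Replicate 3 was thus the lowest in both groups. The shift was -2.17 without shNC replicate 3 (adjusted p = 2.51e-05), -0.84 without shNC replicate 1 (0.00314) or shNC replicate 2 (0.00378) and -0.79 without shM5 replicate 3 (0.0153). In C18-4 cells 14 of 19 interferon genes were lower (mean log2 fold change -0.14, adjusted p = 0.260). There the shift was -0.31 without shM5 replicate 3, with an adjusted p of 0.00464, and without shNC replicate 1 it was -0.21 (0.0632). It was -0.08 without shM5 replicate 1 (0.397), -0.02 without shM5 replicate 2 (0.856) and 0.00 without shNC replicate 3 (0.773). Within each replicate number the list was lower with shM5, at -0.17, -0.30 and 0.27 against -0.08, -0.07 and 0.35. With the block the adjusted p from camera was 0.197, so a decrease in these cells stays open too.

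Of the remaining lists, the extracellular matrix genes rose as a set in TM4 cells, with 61 of 81 genes higher (mean log2 fold change 0.23, adjusted p = 0.00221 from camera), and without shNC replicate 3 by 0.30 (adjusted p = 0.0243). A set test as strong came from 4 of 10 splits. Actin cytoskeleton genes rose in both lines. In C18-4 cells 44 of 55 genes were higher (0.12, adjusted p = 0.000907, and 0.000147 with the block), a call that was lost without shNC replicate 3 (0.336) or shM5 replicate 2 (0.0846), and in TM4 cells 40 of 55 (0.21, adjusted p = 0.0253). In TM4 cells the call was lost without shNC replicate 1 (0.0563), shNC replicate 2 (0.0586) or shM5 replicate 3 (0.209), and without shNC replicate 3 the shift was 0.32 (0.00155). In C18-4 cells it was 0.18 without shM5 replicate 3 (5.27e-08). Set tests as strong for actin came from 4 of 10 splits in C18-4 cells and 5 of 10 in TM4 cells. In C18-4 cells actin was higher with shM5 within each replicate number, at 0.12, 0.13 and -0.07 against -0.02, -0.01 and -0.15. Among the C18-4 splits that part every same-numbered pair, the real one had the smallest unadjusted p from camera. It was 0.000101, against 0.00288, 0.159 and 0.0661 in the others. Neither list held in either line under fry or an estimated correlation, which for actin in C18-4 cells gave 0.801 and 0.964. For the other lists in C18-4 cells, in the fit without the block, the adjusted p was 0.936 for MAPK signalling, 0.458 for PI3K-Akt-mTOR signalling, 0.458 for the aminoacyl-tRNA synthetases, 0.846 for ribosome biogenesis and 0.354 for the ATF4 targets, with 19 of 23 ATF4 targets lower. The ATF4 targets were lower as a set with the block (0.00830) and without shM5 replicate 3 (0.00464), but not under fry (0.931) or an estimated correlation (0.964), and without shNC replicate 3 their direction turned upward (0.605). Their mean log2 fold change of -0.15 was -0.44 without shM5 replicate 3, -0.31 without shNC replicate 1 and -0.29 without shNC replicate 2. It was -0.01 without shM5 replicate 1, 0.00 without shM5 replicate 2 and 0.14 without shNC replicate 3. These fits leave 1 library without its same-numbered partner, so the shift of replicate 3 enters them and they cannot decide. Within each replicate number the list was lower with shM5. Relative to the mean of the 6 libraries it was at -0.35, -0.37 and 0.49, against -0.24, -0.20 and 0.66 with shNC. A decrease in C18-4 cells stays open, since fry and the estimated correlation were not run with the block. Ribosome biogenesis was lower without shNC replicate 3 (5.12e-05) and higher without shNC replicate 1 (0.0408), so its direction is not settled. When 1 library was left out, the lowest adjusted p was 0.540 for MAPK signalling, 0.229 for PI3K-Akt-mTOR signalling and 0.390 for the synthetases.

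Off-target effects of the shRNAs were tested as a hypothesis. Genes with a match in the 3′ UTR to the seed of an shM5 guide (sites AATGAAA, CATCATG and AAACAAT for shM5 #1, #2 and #3) were compared with genes without it. In TM4 cells all 3 seeds lay low among 7-mers of the same GC content, at percentiles of 1.79, 2.75 and 1.34, and the seed of shNC lay at 27.6. With each library left out in turn these percentiles lay between 1.00 and 5.36. In C18-4 cells they were 3.79, 6.52 and 15, and 97.3 for shNC, and those of shM5 #2 and #3 ranged up to 37.6 when a library was left out. That of shNC then lay between 90.6 and 98.4. A seed effect of shNC would place its genes high in this comparison, so it stays open in C18-4 cells, while the 27.6 in TM4 cells went the other way. The lowest percentile of 3 seeds falls under 5 in 14.3% of draws by chance. The values are therefore consistent with a small seed effect in TM4 cells, where the lowest percentile was 1.34, and leave it open in C18-4 cells, where it was 3.79. The differences were small, between -0.032 and -0.011 on the log2 scale, and they moved with single libraries. For shM5 #2 in TM4 cells it was -0.041 without shNC replicate 3 and -0.018 without shNC replicate 2. In C18-4 cells it was -0.021 without shM5 replicate 3 and -0.003 without shNC replicate 3. All 3 TM4 differences were largest without shNC replicate 3, so they lean on shNC replicates 1 and 2. The 3 shRNAs were used as a mixture, so no single one can be singled out.

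Genes with a near match to an shM5 sequence had a median log2 fold change at percentile 10.9 of random lists in C18-4 cells and 14.3 in TM4 cells, but only 2 such genes could be tested in each line, which decides nothing. Chrm1, a site of 2 mismatches for shM5 #2, was at 0.52, 0.68 and 0.72 RPKM in the shNC libraries and at 0.18, 0.12 and 0.29 RPKM in the shM5 libraries of C18-4 cells (exact permutation test, two-sided, p = 0.1, the smallest possible). Its mean of 0.418 RPKM lies under the minimum for the limma test. Whether a near match or another cause lowered it was not tested.

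The paper measured junction proteins in these lines. Of the mRNAs of the junction proteins it names, F11r was at 77.3 RPKM with shNC and 80.5 RPKM with shM5 in C18-4 cells (log2 fold change 0.07, adjusted p = 0.862), Gja1 at 25.5 and 23.4 (-0.13, 0.956), Tjp1 at 44.2 and 47.4 (0.10, 0.791) and Ctnnd1 at 64.5 and 68.7 (0.08, 0.826), with limma. In TM4 cells F11r was at 35.1 and 21 RPKM (-0.65, 0.202), Gja1 at 99.5 and 111 (0.19, 0.410), Tjp1 at 34.4 and 29.2 (-0.22, 0.222) and Ctnnd1 at 42.2 and 48.9 (0.22, 0.207). Ocln, Cdh1, Cldn11 and Gja4 lay under the minimum for a test in both lines. Without shNC replicate 3, 11 of the 13 genes of the paper tested in TM4 cells had an adjusted p below 0.05, 4 lower and 7 higher. Among them were F11r, Gja1, Tjp1 and Ctnnd1. In that fit 7433 of all 11026 genes tested had an adjusted p below 0.05.

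Prickle1 and Ppfia1, for partners of Phldb2 that the paper names in its discussion, were added after the values were seen. In TM4 cells Prickle1 was at 10.07, 9.77 and 7.23 RPKM with shNC and 6.98, 7.28 and 6.44 RPKM with shM5 (log2 fold change -0.37, adjusted p = 0.192 with limma), and it lay under the minimum for a test in C18-4 cells. Ppfia1 had a log2 fold change of -0.06 in C18-4 cells (adjusted p = 0.897) and -0.17 in TM4 cells (adjusted p = 0.217). The effect of leaving out TM4 shNC replicate 3 was not examined for these 2 genes.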
